# Deletion of *Stk11* and *Fos* in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory

**DOI:** 10.7554/eLife.61036

**Published:** 2020-08-11

**Authors:** David Levitan, Chenghao Liu, Tracy Yang, Yasuyuki Shima, Jian-You Lin, Joseph Wachutka, Yasmin Marrero, Ramin Ali Marandi Ghoddousi, Eduardo da Veiga Beltrame, Troy A Richter, Donald B Katz, Sacha B Nelson

**Keywords:** Stk11, fos, excitability, memory, basolateral amygdala, Mouse

## Abstract

Conditioned taste aversion (CTA) is a form of one-trial learning dependent on basolateral amygdala projection neurons (BLApn). Its underlying cellular and molecular mechanisms remain poorly understood. RNAseq from BLApn identified changes in multiple candidate learning-related transcripts including the expected immediate early gene *Fos* and *Stk11*, a master kinase of the AMP-related kinase pathway with important roles in growth, metabolism and development, but not previously implicated in learning. Deletion of *Stk11* in BLApn blocked memory prior to training, but not following it and increased neuronal excitability. Conversely, BLApn had reduced excitability following CTA. BLApn knockout of a second learning-related gene, *Fos*, also increased excitability and impaired learning. Independently increasing BLApn excitability chemogenetically during CTA also impaired memory. STK11 and C-FOS activation were independent of one another. These data suggest key roles for *Stk11* and *Fos* in CTA long-term memory formation, dependent at least partly through convergent action on BLApn intrinsic excitability.

## Introduction

Conditioned taste aversion (CTA) is a form of long-lasting aversive memory induced by a single pairing of exposure to an initially palatable taste with gastric malaise (Bures et al., 1998). Although multiple brain regions, including the brainstem, amygdala and the cortex, participate in various aspects of taste behavior (reviewed in Carleton et al., 2010), prior work suggests that the basolateral amygdala (BLA) plays a critical role in CTA memory. Disrupting neuronal activity within the BLA blocks the formation and retrieval of CTA memory (Yasoshima et al., 2006; Ferreira et al., 2005; Garcia-Delatorre et al., 2014; Molero-Chamizo and Rivera-Urbina, 2017). This may reflect the fact that BLA projection neurons (BLApn) provide the principal output pathway from the amygdala to forebrain structures including the gustatory cortex and the central amygdala (Duvarci and Pare, 2014) enabling it to distribute taste valance information to these regions (Piette et al., 2012; Samuelsen et al., 2012). Consistent with this view, BLA neurons change their activity and their functional connectivity with their down-stream targets during CTA learning (Grossman et al., 2008). However, whether the BLA is a site of cellular and molecular plasticity during CTA learning, as opposed to merely gating plasticity in other structures, is not known.

Stages of memory formation are typically distinguished on the basis of duration and molecular mechanism. Short-term memory, lasting minutes to hours, requires only post-translational modification of preexisting proteins, whereas long-term memory, lasting days or longer, requires gene transcription and RNA translation, typically occurring in the hours following memory acquisition (Matthies, 1989; Alberini, 2009; Gal-Ben-Ari et al., 2012; Kandel, 2001). Production of new proteins is required to produce lasting changes in the efficacy of synaptic connections and in the intrinsic excitability of neurons, which are thought to be the cellular correlates of memory (Zhang and Linden, 2003; Mozzachiodi and Byrne, 2010). The cellular correlates of CTA learning are less completely understood than those of some other forms of learning, but the involvement of both synaptic plasticity (Li et al., 2016) and intrinsic plasticity (Yasoshima and Yamamoto, 1998) have been demonstrated. CTA is known to require protein synthesis in the BLA (Josselyn et al., 2004) and to increase the expression of the activity-dependent transcription factor C-FOS (Uematsu et al., 2015). In other behavioral paradigms, neurons increasing C-FOS protein undergo changes in synaptic strength and intrinsic excitability (Yassin et al., 2010; Ryan et al., 2015; Pignatelli et al., 2019) and are thought to be essential parts of the neuronal network underlying long-term memory (Tonegawa et al., 2015). However, the role of neurons expressing C-FOS in the BLA during CTA is unclear. Also unknown is whether CTA learning requires new transcription, and if so, the identities of the required transcripts and cellular processes they promote are not known.

In this study, we found that new transcription in the BLA is required for CTA learning. Using RNA-seq from sorted neurons, we found that CTA changed the expression of many genes. In addition to the expected activation of *Fos*, expression of the kinase *Stk11*, also known as *Lkb1*, is altered following learning in BLA projection neurons (BLApn), but not in excitatory or inhibitory neurons within the GC. STK11 is known to act as a master regulator of growth, metabolism, survival and polarity by phosphorylating 13 down-stream members of the AMP-related kinase family (Lizcano et al., 2004; Shackelford and Shaw, 2009). Recent work also suggests roles for STK11 in the nervous system, where it controls axonal specification and dynamics during development (Barnes et al., 2007; Shelly et al., 2007) and synaptic remodeling during old age (Samuel et al., 2014). STK11 can also regulate synaptic transmission in forebrain neurons (Kwon et al., 2016), but it has not previously been studied in the context of learning and memory or in the regulation of intrinsic neuronal excitability.

We find that *Stk11* is required for CTA since conditional knockout from BLApn prior to training impairs learning. However, the same deletion performed 2 days after training—that is, at a time when long-term memories have already been formed and stabilized—has no effect on subsequent memory retrieval. Deletion of *Stk11* also increased the excitability of BLApn, but did not alter the ability of the BLA-GC circuit to become transcriptionally activated by training or to encode the palatability of gustatory stimuli. CTA training is associated with an opposing decrease in intrinsic excitability in BLA projection neurons expressing C-FOS following learning. BLApn knockout of *Fos* also increased excitability and impaired learning, and expression of C-FOS and STK11 did not depend on each other. Thus, two independent genetic manipulations that affect learning also increase excitability. Using chemogenetics to independently increase BLApn excitability during CTA training without knocking out either gene also impaired CTA memory. Together, these data identify key roles for *Stk11* and *Fos* in CTA long-term memory formation and suggest they may act by convergently modulating the intrinsic excitability of BLApn.

## Results

### CTA long-term memory requires BLA transcription

In order to determine whether CTA requires new RNA transcription within the BLA, we inhibited transcription by injecting Actinomycin-D (1 µl, 50 ng, bilaterally, Figure 1), a widely used RNA polymerase two inhibitor (Alberini, 2009), into the BLA 20 min prior to CTA training, and tested memory 48 hr later. As a control, a separate group of mice received vehicle injection (1 µl of PBS, bilaterally). CTA training consisted of 30 min of access to 0.5% saccharin followed by an intraperitoneal injection of 0.15M LiCl, 2% body weight; (Figure 1—figure supplement 1). A two-way mixed ANOVA comparing vehicle and actinomycin-D injected mice before and after training revealed a significant effect of treatment and a significant interaction between treatment and training (Figure 1B). Post-hoc analysis revealed significant reduction in the consumption of saccharin (CTA vs. Test) only for the vehicle group, indicating impairment of learning in the actinomycin-D treated mice. As a convergent measure, we also assessed the strength of CTA memory by calculating the relative consumption of saccharin during the test day to that consumed on the training day (Neseliler et al., 2011). The differences between the groups (23% in the vehicle group vs. 80% for the actinomycin D group) were significant. Meanwhile, actinomycin-treated mice were neither impaired in their ability to detect the palatability of saccharin, nor in their drinking behavior—consumption of saccharin during CTA training was similar for the two groups, as was consumption of water 8 hr after the test (Figure 1D), suggesting that these nonspecific effects cannot account for the memory impairment. Thus, BLA transcription is essential for CTA memory formation. These results extend prior work showing the importance of BLA protein synthesis for CTA memory (Josselyn et al., 2004) and together show that training induces both transcription and translation important for CTA in the BLA.

**Figure 1.**
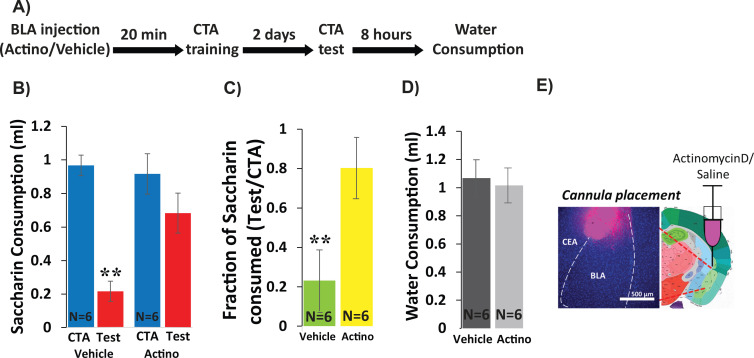
Inhibiting BLA transcription impairs CTA Learning. (**A**) Protocol for injection (1 µl per hemisphere) of Actinomycin-D (50 ng) or vehicle (PBS with 0.02% DMSO). (**B**) Actinomycin D injection prior to CTA training impairs learning, expressed as a reduction in saccharin consumption between CTA and test sessions. Two-way mixed ANOVA revealed a significant effect of treatment and a significant interaction between training and treatment (treatment: F(1,10) = 9.99, p=0.010; training: F(1,10) = 4.62, p=0.057; interaction: F(1,10) = 5.237, p=0.045). Post hoc analysis (Bonferroni corrected) revealed significant reductions (p=0.001) of saccharin consumption (training vs. test) for vehicle treated, but not for actinomycin-D treated mice (p=0.94), and significant differences between the treatment groups during the test (p=7.1×10^−3^) but not during the training session (p=0.56). (**C**) Fraction of saccharin consumed (Test/CTA) was significantly higher (t(10)=-3.4; p=0.007) following Actinomycin D treatment than vehicle, consistent with weaker memory. (**D**) Treatments did not differ in water consumption measured 8 hr later (t(10)=0.28; p=0.79) suggesting this does not account for differences in consumption during the test. **p<0.01. (**E**) Guide cannula was coated with fluorescent dye to assess placement (Left) relative to desired location in anterior BLA (Right; bregma −1.4 mm; Allen brain atlas). Note that the injection cannula extended 0.5 mm further into the BLA. See also Figure 1—source datas 1 and 2 and Figure 1—figure supplement 1. Figure 1—source data 1.Saccharin consumption (ml) during CTA training and test.This data relates to Figure 1 panel B. Figure 1—source data 2.Fraction of saccharin consumed (Test/Training).This data relates to Figure 1 panel C.

**Figure 1—figure supplement 1.**
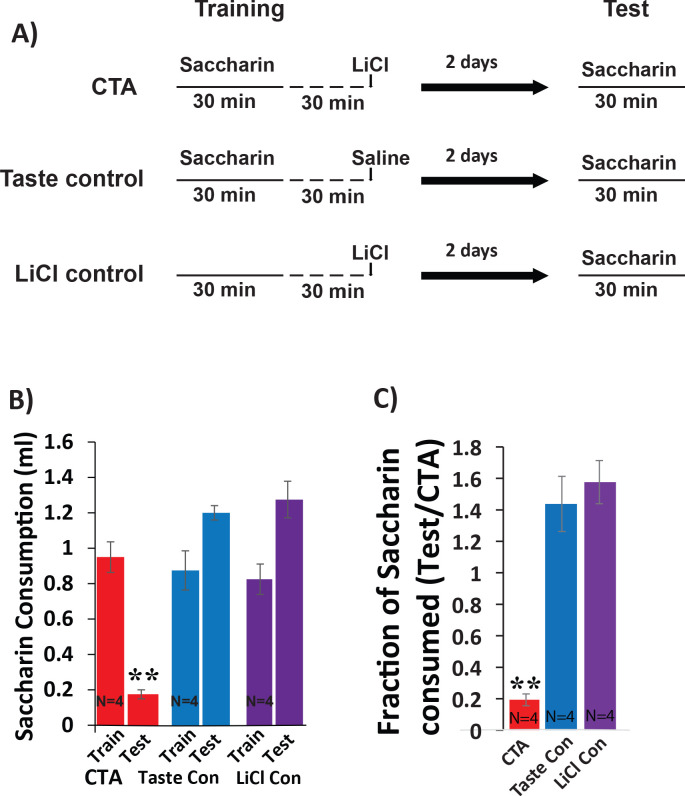
Testing CTA in mice. (**A**) Timeline showing behavioral paradigm. CTA and Taste control receive 30 min of 0.5% saccharin consumption followed by intraperitoneal injection (I.P) injection of lithium-chloride (LiCl; 0.15 M, 2% body-weigh) or saline 30 min later. The lithium control group receives the same I.P injection of LiCl, but no saccharin during the training phase. All groups were tested for consumption of saccharin during 30 min exposure 48 hr later. (**B**) Saccharin consumption decreases following LiCl-induced malaise (N = 4/group). There was a main effect (two-way mixed ANOVA) on the volume of saccharin consumed between groups across sessions: (F(2,9) = 18.09, p=7.03×10^−4^). Post-hoc analysis (Bonferroni corrected) between training and test within each group revealed significant differences only for the CTA group (CTA: p=5×10^−3^; LiCl control: p=0.14; taste control: p=0.051). (**C**) The strength of CTA memory was determined by quantifying the fraction of saccharin consumed on the test day relative to the training day. Comparing CTA strengths across groups revealed a significant difference f(2,9)=34.08, p=6×10^−5^ with significant pairwise differences for CTA vs taste control (p=2.5×10^−4^) and for CTA vs LiCl control (p=1.1×10^−4^), but not for the two control groups (p=1 for taste control vs LiCl control). *p<0.05; **p<0.01.

### Transcripts regulated in BLA projection neurons following CTA

In order to identify specific transcripts that might be necessary for CTA learning within the BLA, we used cell-type-specific RNA-seq to profile transcriptional changes in sorted BLA projection neurons (BLApn). We manually isolated fluorescently labeled BLApn neurons from YFP-H mice (Feng et al., 2000) in which YFP is expressed under the Thy1 promoter in a large population of excitatory projection neurons located in the anterior part of the nucleus (Sugino et al., 2006; Jasnow et al., 2013; McCullough et al., 2016). RNA sequencing was performed separately on YFP^+^ BLApn harvested 4 hr following training from mice undergoing CTA, and from taste-only controls (n = 4/group) (Figure 2 and Table 1). 

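The YFP-H strain carries YFP under the Thy1 promoter. Male mice drank 0.5% saccharin for 30 min and then received an i.p. injection, at 2% of body weight, of 0.15 M LiCl (CTA) or of saline (taste control). YFP+ neurons of the BLA, 150 to 200 by the paper's account, were sorted manually 4 hr after training, and their amplified RNA was sequenced. The authors aligned the reads with TopHat and converted unique reads to expression values, and the deposited table gives TPM for each of 4 CTA and 4 taste control libraries (n = 4/group) beside the authors' group means, fold-change ratio and unadjusted p-value. It holds 31020 gene names. TPM keeps no read counts and the paper gives only a usual number of reads, so the depth of each library is unknown and no interval for counting error can be given. Between 15850 and 17202 entries per library were above 0 (median 16720), and between 12606 and 13789 reached 1 TPM. The 10 most abundant genes took 11.7% to 14.1% of each library's TPM, and Thy1 alone ranged from 64127 to 89098 TPM. CTA and taste control were compared on log2(TPM + 1) with limma over the 14611 genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment. Single genes were also compared by a two-sided exact permutation test of the difference in mean TPM, for which 4 libraries against 4 give a smallest p of 0.0286. Data were also simulated from the means and spreads of these libraries, with noise drawn independently for each gene. A list of genes of any level was shifted as a group. Changes to single genes were given only to those with a mean log2 level of at least that of 30 TPM. There limma called 16 of 100 genes changed by 1 on the log2 scale, 73 of 100 changed by 2, and 4 of 14383 left unchanged at any level. Structure shared between genes was not simulated, so these rates may not hold for the real libraries or for genes of lower level.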

A single control condition consisting of the taste stimulus without the unconditioned stimulus was used since our principal aim was identify target genes that could then be tested for causal roles in learning in subsequent behavioral experiments and since a prior study Rappaport et al., 2015 used a microarray screen following CTA to show that LiCl treatment (compared to taste control treatment) induced more than half of the same genes induced by CTA treatment (compared to taste control treatment).

**Figure 2.**
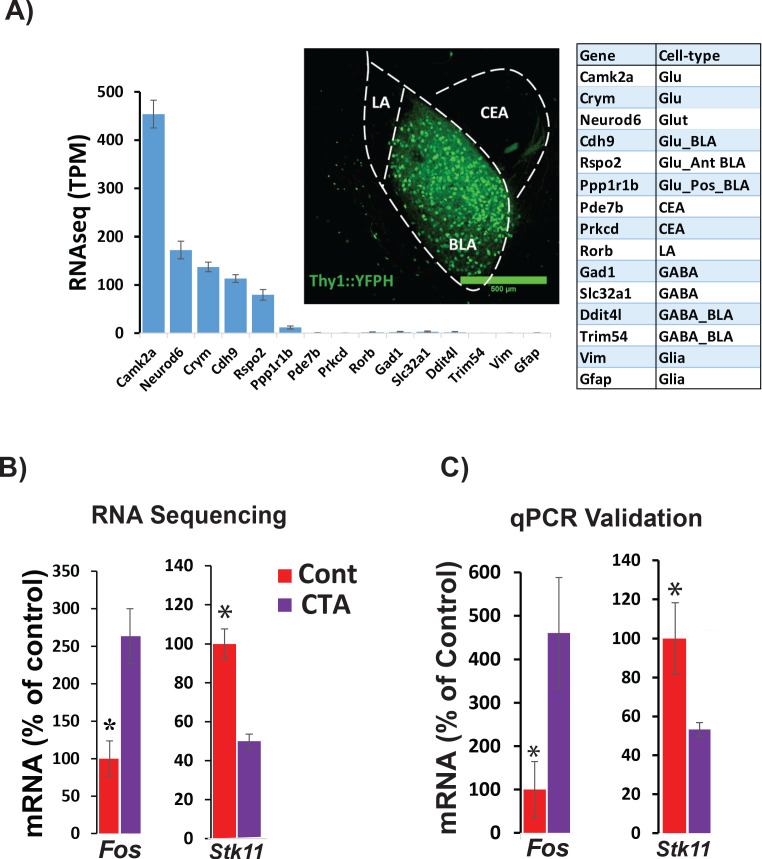
RNA sequencing from BLApn 4 hr following CTA training. (**A**) BLApn were isolated from YFP-H mice following CTA or taste control (N = 4/group). Neurons (150-200) were manually sorted form coronal slices (LA-lateral amygdala; CEA-central amygdala). Abundant transcripts (histogram, averaged across both groups) are enriched for those expected in the population and depleted for those expressed in other nearby populations (Table 1) including GABAergic interneurons, glia, or neurons in LA or CEA; Sugino et al., 2006; Kim et al., 2016; Allen brain atlas). Glu- GABA-, glutamatergic, GABAergic neurons; AntBLA, PostBLA- Anterior and posterior portions of the BLA. TPM- transcript per million. (**B**) Among genes meeting robust criteria for differential expression (see Table 1) *Stk11* and *Fos* were selected for further analysis, including qPCR confirmation (**C**) in separate experiments (N = 4/group; *p<0.05). See also Figure 2—source data 1 and Figure 2—figure supplements 1–4 and Tables 1–3. Figure 2—source data 1.qPCR validation for Fos and Stk11 mRNA expression in YFPH+ neurons.This data relates to Figure 2, panel C.

**Figure 2—figure supplement 1.**
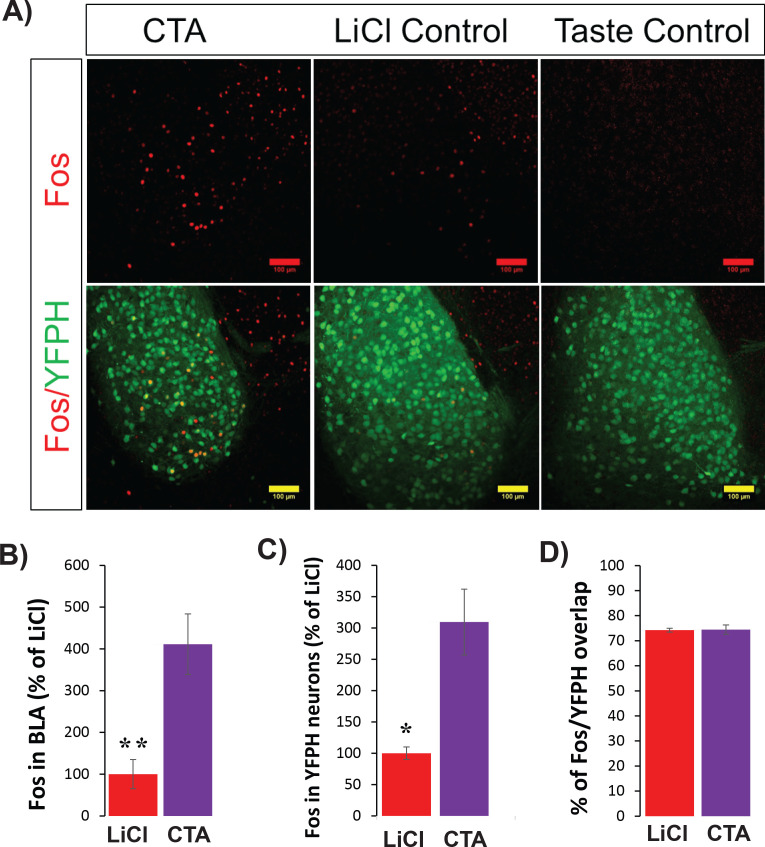
CTA increases C-FOS protein expression in BLApn including those in strain YFP-H. (**A**) Images of YFP^+^ neurons in the BLA (green) and C-FOS protein (red) 4 hr following CTA training, LiCl and taste controls. Note that the taste control group has no C-FOS^+^ signal and so is not shown in B-D. (**B**) CTA increased C-FOS expression in BLA relative to the LiCl and taste controls (F(2,11)=21.2; p=4×10^−4^; Post hoc (Bonferroni corrected) difference between CTA and LiCl groups: p=0.003, and p=4×10^−4^ between CTA and taste control groups, N = 4/group). (**C**) As in (**B**), but only for C-FOS overlapping YFP expression (f(2,11)=23.5: p=0.008, post hoc: CTA and taste control groups: p=4×10^−4^; N = 3–4/group). *p<0.05; **p<0.01. (**D**) In both CTA and LiCl control conditions, the expression of C-FOS protein was similarly localized to YFP^+^ neurons (74.4% for CTA and 74.2% for LiCl control). See also Figure 2—figure supplement 1—Source datas 1–2. Figure 2—figure supplement 1—source data 1.FOS protein counts in BLA 4 hr following CTA training and LiCl control.This data relates Figure 2—figure supplement 1 panel B. Figure 2—figure supplement 1—source data 2.FOS protein counts in BLA YFPH+ neurons 4 hr following CTA training and LiCl control.This data relates Figure 2—figure supplement 1 panel C.

**Figure 2—figure supplement 2.**
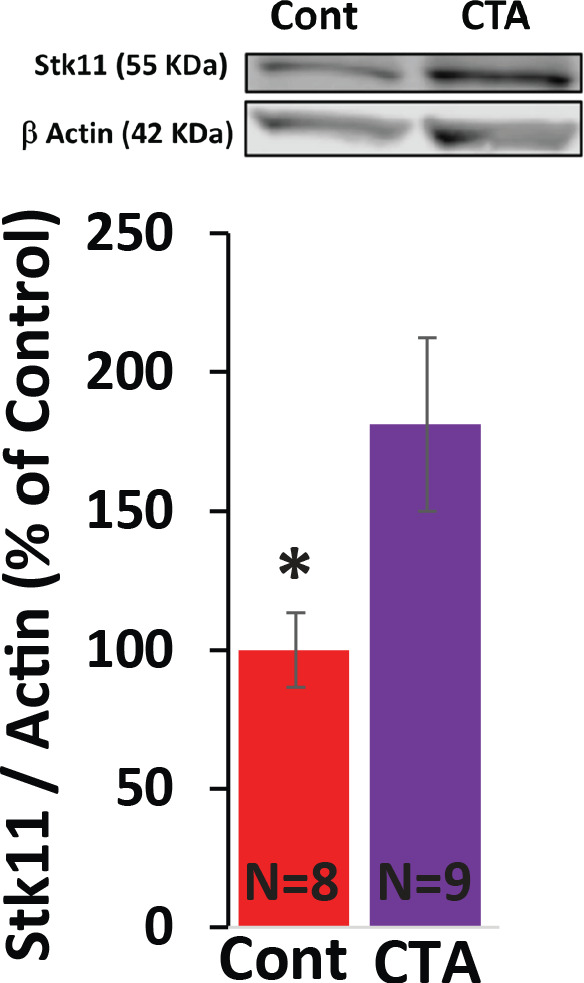
STK11 protein expression following CTA training. YFP-H mice were trained for CTA or received a taste control and 4 hr later the anterior BLA (guided by YFP expression) was sub-dissected and used for immunoblotting with antibodies raised against STK11 and actin (as loading control). CTA increased the expression of STK11 (t(15)=2.28; p=0.037, N = 8/9 per group). *p<0.05. See also Figure 2—figure supplement 2—source data 1. Figure 2—figure supplement 2—source data 1.STK11 protein levels in the BLA 4 hr following CTA training or taste control.This data relates Figure 2—figure supplement 2.

**Figure 2—figure supplement 3.**
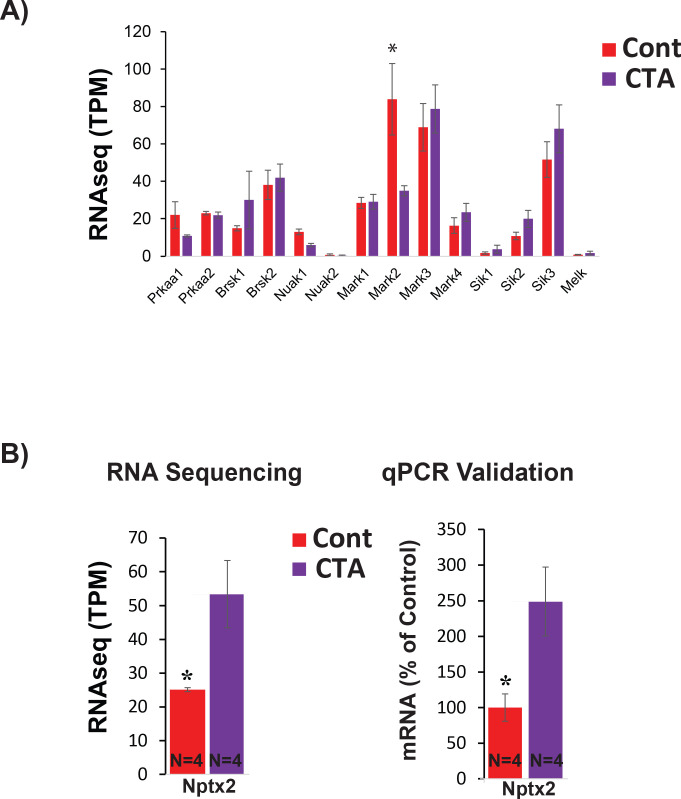
BLApn express known downstream targets of STK11 and C-FOS. (**A**) BLApn transcript levels of known downstream substrates of STK11, the members of the AMP-related kinase family (Lizcano et al., 2004). RNA sequencing from BLApn 4 hr following CTA training. Note that Mark2 mRNA expression is reduced in taste control mice relative CTA-trained mice (N = 4/group; *p<0.05); TPM- transcripts per million. (**B**) *Nptx2*, a known target of transcriptional regulation by C-FOS in neurons (Malik et al., 2014), increased following CTA. RNA sequencing (left) and qPCR validation (right) from BLApn 4 hr following CTA training. (N = 4/group; *p<0.05).

**Figure 2—figure supplement 4.**
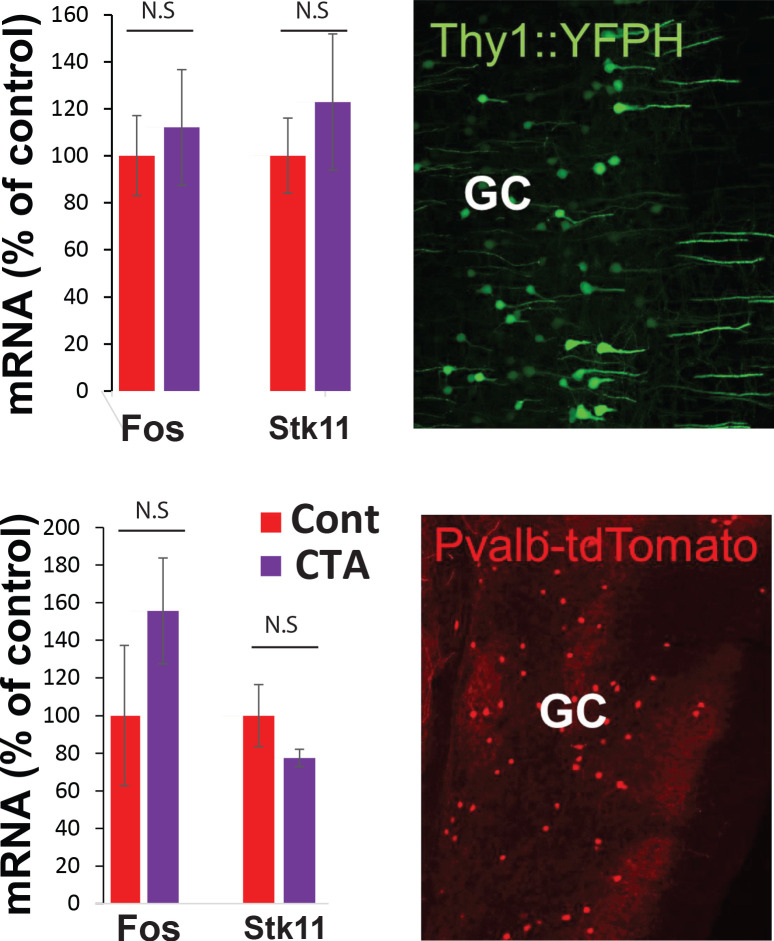
RNA sequencing from GC. Top. YFP-H L5 pyramidal neurons and Pvalb-tdTomato-positive interneurons in the GC. *Fos* and *Stk11* did not differ significantly between CTA and taste control groups.

**Table 1.** Transcripts in YFP^+^ BLApn with significantly altered expression 4 hr following CTA Criteria: 2 ≤ Fold Change≤0.5, p<0.01, TPM >30 (TPM = transcript per million).

Symbol	Fold- Change	P-Value	Gene name			
Upregulated in CTA vs taste control						
Nptx1	2.02	1.57E-4	Neuronal pentraxin 1			
Ric8	2.06	0.0017	RIC8 guanine nucleotide exchange factor A			
Mmab	3.66	0.0019	Methylmalonic aciduria (cobalamin deficiency) cblB type homolog			
1110008F13Rik	2.08	0.0028	RAB5 interacting factor			
Kbtbd4	2.09	0.0044	Kelch repeat and BTB (POZ) domain containing 4(Kbtbd4)			
Nudt21	2.14	0.0077	Nudix (nucleoside diphosphate linked moiety X)-type motif 21			
Fos	2.64	0.0094	FBJ osteosarcoma oncogene			
Magoh	2.72	0.0095	Mago homolog, exon junction complex core component			
Downregulated in CTA vs taste control						
Surf2	0.40	5.42E-4	Surfeit gene 2(Surf2)			
Tmem136	0.39	8.69E-4	Transmembrane protein 136			
Stk11	0.50	0.0011	Serine/threonine kinase 11(Stk11)			
Kank3	0.28	0.0022	KN motif and ankyrin repeat domains 3			
Lrrn1	0.49	0.0024	Leucine-rich repeat protein 1, neuronal			
Trpc1	0.48	0.0032	Transient receptor potential cation channel, subfamily C, memb. 1			
Prpf6	0.49	0.0045	Pre-mRNA splicing factor 6			
Tctex1d2	0.49	0.0052	Tctex1 domain containing 2			
Gpr108	0.37	0.0056	G-protein-coupled receptor 108			
Vkorc1	0.39	0.0069	Vitamin K epoxide reductase complex, subunit 1			
D10Wsu102e	0.50	0.0082	DNA segment, Chr 10, Wayne State University 102, expressed			
Tmem107	0.28	0.0089	Transmembrane protein 107			

**Table 2.** Transcripts in YFP^+^ L5 pyramidal neurons in the GC with significantly altered expression 4 hr following CTA Criteria: 2 ≤ Fold Change≤0.5, p<0.01, TPM >30.

Gene symbol	Fold-change	p-Value	Gene name
			Transcript Down-regulated CTA vs taste control
Exosc1	0.43	0.008	Exosome component 1

**Table 3.** Transcripts in Pvalb^+^ interneurons in the GC with significant altered expression 4 hr following CTA Criteria: 2 ≤ Fold Change≤0.5, p<0.01, TPM >30.

Symbol	Fold-change	p-Value	Gene name			
Upregulated in CTA vs taste control						
Uprt	3.38	0.001	Uracil phosphoribosyltransferase			
Snca	2.66	0.001	Synuclein, alpha			
1810043H04Rik	2.57	0.004	NADH:ubiquinone oxidoreductase complex Assemb.Fact. 8			
Dedd	2.47	0.001	Death effector domain-containing			
Fam149b	2.26	0.007	Family with sequence similarity 149, member B			
Jazf1	2.12	0.008	JAZF zinc finger 1			
Nup54	2.09	0.007	Nucleoporin 54			
Downregulated in CTA vs taste control						
Dear1	0.006	0.0006	Dual endothelin 1/angiotensin II receptor 1			
Nt5c3b	0.20	0.002	5'-nucleotidase, cytosolic IIIB			
Lrrc16b	0.26	0.010	Capping protein regulator and myosin 1 linker 3			
Enc1	0.31	0.005	Ectodermal-neural cortex 1			
Asap2	0.38	0.004	ArfGAP with SH3 domain, ankyrin repeat and PH domain 2			
Pacs2	0.38	2E-4	Phosphofurin acidic cluster sorting protein 2			
Ncan	0.42	0.008	Neurocan			
uc008jhl.1	0.42	0.010				
Smarcd3	0.45	0.006	SWI/SNF Related, Matrix Assoc.Actin Dep.Reg. Chromatin, Subfamily D, Member 3			
Tbce	0.46	0.002	Tubulin-specific chaperone E			
uc009mzt.1	0.47	0.008				
Anxa6	0.50	0.001	Annexin A6			

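Transcripts of forebrain excitatory projection neurons were abundant in the YFP+ cells of the BLA. The vesicular glutamate transporter Slc17a7 averaged 712 ± 56.9 TPM and the neurogranin transcript Nrgn 856 ± 145 TPM (SD, n = 8, CTA and taste control together). The kinase subunit Camk2a averaged 454 ± 87.1 TPM, with 626 TPM in CTA 2 against 429 to 462 TPM in the other CTA libraries. The transcription factor Neurod6 averaged 173 ± 55.2 TPM, Crym 137 ± 29.8 TPM, the cadherin Cdh9 113 ± 23.6 TPM and Rspo2 79.6 ± 32.9 TPM. Of 12 projection neuron markers, 9 averaged at least 30 TPM, with a median over genes of 146 TPM. Among the 9 is Thy1 (74350 TPM), whose promoter drives the YFP by which the cells were sorted, so its level is no independent mark of them.
Transcripts of GABAergic neurons were scarce, with Gad1 at 2.34 ± 3.58 TPM and Slc32a1 at 3.15 ± 3.56 TPM, and the median of 16 interneuron markers was 1.89 TPM. Of these 16, only Npy averaged 30 TPM or more (209 ± 104 TPM). For 13 markers of central amygdala and striatal neurons the median was 2.10 TPM and the highest gene was Penk at 23.6 TPM, while Prkcd averaged 0.230 ± 0.216 TPM and Ppp1r1b 12.0 ± 9.33 TPM. Rorb averaged 1.75 ± 2.13 TPM, and Ddit4l averaged 1.84 ± 4.64 TPM, of which taste control 2 held 13.3 TPM. Astrocyte markers had a median of 1.14 TPM over 13 genes, with Gfap at 0.458 ± 0.671 TPM, but Slc1a2 reached 168 ± 13.1 TPM and S100b 94.4 ± 25.2 TPM. The median was 3.79 TPM for 13 oligodendrocyte markers, of which Mbp averaged 41.3 ± 20.2 TPM. It was 0.237 TPM for 6 markers of oligodendrocyte precursors, 0.706 TPM for 12 of microglia, 0.861 TPM for 13 of endothelial and mural cells and 5.64 TPM for 3 of red blood cells. Of the 15 genes of Figure 2A, 5 averaged at least 30 TPM.
None of the marker lists passed limma's camera test of CTA against taste control. The adjusted p was 0.905 for projection neurons, 0.921 for interneurons and for oligodendrocytes, 0.774 for central amygdala and striatal neurons, 0.870 for astrocytes and for endothelial and mural cells, and 0.905 for microglia and for the genes of Figure 2A.

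**Figure D1:**
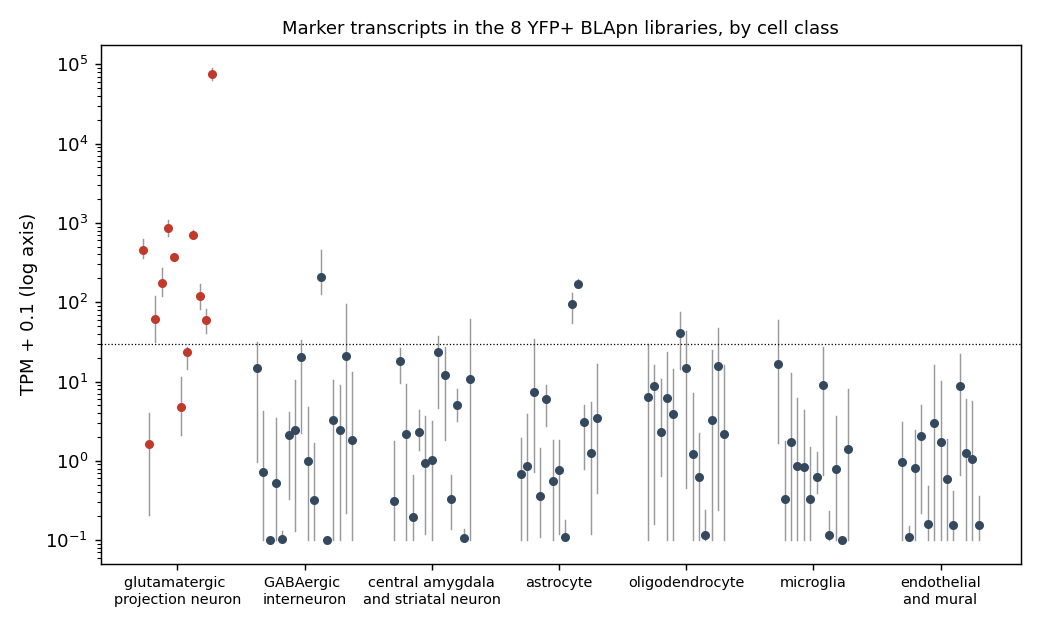
Level of marker genes of 7 cell classes in YFP+ neurons of the BLA, as TPM + 0.1 on a log axis, with a dot for the mean over the 8 libraries and a line from the lowest to the highest library. The dotted line marks 30 TPM, which 9 of the 12 projection neuron markers reached, among them Thy1, whose promoter drives YFP.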

Sequencing results (Figure 2A) also confirmed the purity and molecular identity of YFP-H neurons in the BLA, as transcripts known to be expressed in BLApn and other forebrain excitatory projection neurons were enriched and transcripts known to be expressed in inhibitory interneurons, glia cells and other neurons in the vicinity of the BLA (lateral amygdala or central amygdala) were virtually absent. Moreover, this observed pattern of expression was comparable to that reported in other studies profiling the same population (Sugino et al., 2006; McCullough et al., 2016).

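Genes that neuronal activity induces lay higher after CTA as a group in YFP+ neurons of the BLA. Of 28 immediate early genes tested, 21 had a higher mean log2 level after CTA, with a median log2 fold-change of 0.54 (limma's camera, adjusted p = 0.00140, and adjusted p = 0.937 with an estimated correlation). Of 22 delayed activity-regulated genes, 20 were higher, with a median of 0.38 (adjusted p = 0.00150 from camera, and adjusted p = 0.937 with an estimated correlation). The immediate early gene Egr3 was 111 ± 30.3 TPM after CTA and 65.8 ± 18.8 TPM in taste control (SD, n = 4/group), Arc, whose protein regulates AMPA receptor trafficking, was 46.0 ± 26.3 TPM after CTA and 21.3 ± 5.69 TPM in taste control, and Fosb was 25.3 ± 13.7 TPM after CTA and 9.67 ± 7.39 TPM in taste control. The groups of these 3 genes overlapped (exact permutation test, p = 0.0571 for Egr3 and for Arc and p = 0.114 for Fosb). Among delayed genes, Ptgs2 was 22.1 ± 11.5 TPM after CTA and 10.1 ± 3.96 TPM in taste control and Inhba was 35.6 ± 37.2 TPM after CTA and 6.29 ± 3.82 TPM in taste control. Without CTA 2 the adjusted p was 0.183 for the immediate early genes and 0.179 for the delayed genes, with medians of 0.30 and 0.35, and over genes of at least 30 TPM it was 0.0889 for the immediate early genes. Transcripts of cytosolic ribosomal proteins lay lower by a small amount, 50 of 74, with a median of -0.11 (adjusted p = 0.00164 from camera, and adjusted p = 0.947 with an estimated correlation), as in Rpl27a at 388 ± 76.3 TPM after CTA and 513 ± 44.4 TPM in taste control. Their median was 0.00 without CTA 1 (adjusted p = 0.695), -0.07 without CTA 4 (adjusted p = 0.181) and -0.03 without taste control 1 (adjusted p = 0.530). No member of the 3 lists passed when adjusted over the list alone.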

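Across single genes, limma called 0 of 14611 genes at an adjusted p under 0.05 (smallest adjusted p = 0.999), while 568 had an unadjusted p under 0.05, 276 higher and 292 lower after CTA. Over the other splits of these 8 libraries into 4 against 4, the median was 645 genes at that unadjusted p. Of the 5251 genes averaging at least 30 TPM, 64 had all 4 CTA libraries above all 4 taste control libraries and 42 had them all below, together 2.02%, where chance gives 2.86%. Among these, Timm50, a subunit of the mitochondrial inner membrane translocase, was 118 ± 69.7 TPM after CTA and 29.8 ± 9.30 TPM in taste control (SD, n = 4/group), and Pam16, a subunit of the mitochondrial import motor, was 371 ± 69.8 TPM after CTA and 229 ± 36.8 TPM in taste control. Mpv17l2, which acts in mitochondrial ribosome assembly, was 52.3 ± 15.8 TPM after CTA and 22.1 ± 6.16 TPM in taste control, whereas the mitochondrial ribosomal transcript Mrps18a was 85.0 ± 22.7 TPM after CTA and 158 ± 26.3 TPM in taste control. Dpm3, a subunit of dolichol-phosphate mannose synthase, was 87.9 ± 29.7 TPM after CTA and 173 ± 22.3 TPM in taste control, the fatty acid-binding transcript Fabp5 was 114 ± 41.0 TPM after CTA and 202 ± 16.3 TPM in taste control and Nrep was 122 ± 21.1 TPM after CTA and 213 ± 41.6 TPM in taste control. The uncharacterized 4732416N19Rik was 4.99 ± 3.48 TPM after CTA and 86.5 ± 64.9 TPM in taste control. These 8 genes were taken from those without overlap, which by itself sets the exact permutation p of each at 0.0286.
Of 46 potassium and HCN channel genes, 32 were higher and 14 lower after CTA (camera, adjusted p = 0.774). Within the list Kcnip1, an auxiliary subunit of A-type channels, was 6.51 ± 0.862 TPM after CTA and 0.898 ± 1.22 TPM in taste control, and the inward rectifier Kcnj4 was 20.9 ± 5.08 TPM after CTA and 36.8 ± 8.35 TPM in taste control. For sodium and calcium channels the adjusted p was 0.921, and the calcium channel subunit Cacnb2 was 95.1 ± 23.9 TPM after CTA and 51.3 ± 14.5 TPM in taste control for 1 of its entries. Glucocorticoid-responsive genes went both ways (10 higher and 5 lower, adjusted p = 0.882), with Cdkn1a at 42.0 ± 37.3 TPM after CTA and 4.87 ± 3.09 TPM in taste control and Fkbp5 at 17.9 ± 10.0 TPM after CTA and 5.70 ± 1.01 TPM in taste control among the higher, and Mt1 at 61.0 ± 23.5 TPM after CTA and 109 ± 32.0 TPM in taste control and Map3k6 at 0.403 ± 0.438 TPM after CTA and 5.17 ± 5.48 TPM in taste control among the lower. In cholesterol biosynthesis 16 of 22 genes were higher (adjusted p = 0.295), among them Insig1 at 33.2 ± 23.0 TPM after CTA and 8.36 ± 3.79 TPM in taste control. In oxidative phosphorylation 45 of 75 were lower (adjusted p = 0.220). The spliceosome, the proteasome and the unfolded protein response had an adjusted p of 0.921, as did heat shock genes, inositol metabolism and beta-catenin targets, and the circadian clock had one of 0.881. None of these lists had a member that passed when adjusted over the list alone.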

CTA training changed expression of many genes. 

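With the mean TPM taken over all 8 libraries, 10 genes met the paper's criteria in BLApn, 6 higher and 4 lower after CTA. Magoh, a core protein of the exon junction complex, was 132 ± 44.2 TPM after CTA and 48.6 ± 4.89 TPM in taste control (SD, n = 4/group), and Nudt21, a subunit of the factor that sets sites of polyadenylation, was 63.3 ± 12.2 TPM after CTA and 29.5 ± 12.1 TPM in taste control, with 47.6 TPM in taste control 2 against 21.8 to 25.5 TPM in the other controls. The neuronal pentraxin Nptx1, which binds AMPA receptors, was 94.0 ± 10.7 TPM after CTA and 46.6 ± 3.68 TPM in taste control. Ric8 (Ric8a in the annotation), a chaperone and exchange factor of G protein alpha subunits, was 67.2 ± 8.41 TPM after CTA and 32.5 ± 9.71 TPM in taste control, with 18.1 TPM in taste control 4 against 36.1 to 38.7 TPM in the others. The other higher genes were 1110008F13Rik (annotated as Rab5if) at 99.5 ± 19.6 TPM after CTA and 47.9 ± 8.05 TPM in taste control and Kbtbd4 at 45.7 ± 9.44 TPM after CTA and 21.8 ± 5.27 TPM in taste control. Among the lower genes, Surf2 was 28.9 ± 4.62 TPM after CTA and 72.1 ± 12.1 TPM in taste control, the dynein light chain transcript Tctex1d2 was 40.8 ± 10.2 TPM after CTA and 83.8 ± 17.3 TPM in taste control and Vkorc1, an enzyme of the vitamin K cycle, was 31.8 ± 14.1 TPM after CTA and 80.8 ± 19.9 TPM in taste control. D10Wsu102e was 20.1 ± 7.26 TPM after CTA and 40.2 ± 7.45 TPM in taste control, and its groups overlapped (exact permutation test, p = 0.0571).
Where at least 30 TPM was asked of the higher group alone, 20 genes met the criteria, 8 higher and 12 lower, and these were the 20 genes of Table 1. Fos and Stk11 were among the further genes, and neither met the criteria with the mean taken over all 8 libraries. The further genes had lower levels, such as Mmab at 31.7 ± 5.70 TPM after CTA and 8.67 ± 6.62 TPM in taste control, Kank3 at 8.52 ± 4.35 TPM after CTA and 30.0 ± 7.16 TPM in taste control and Tmem107 at 9.92 ± 8.82 TPM after CTA and 35.5 ± 10.2 TPM in taste control. Of the 20, 19 had CTA and taste control libraries that did not overlap, and all 20 had an unadjusted limma p under 0.05 and an adjusted p of 0.999. These genes were selected on the same libraries, so their p-values are not independent evidence. In a check chosen after the results were seen, the 8 libraries were split into 4 against 4 in all 35 ways. Of these splits, 18 gave at least 10 genes with the mean over all libraries, the real split included. Where 30 TPM was asked of the higher group, 11 of 35 gave at least 20. Chance therefore cannot be excluded for either count. With the mean over all libraries, 19 genes met the criteria without CTA 2, 6 of them in Table 1, and 6 did so without CTA 4, 2 of them in Table 1.

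**Figure D2:**
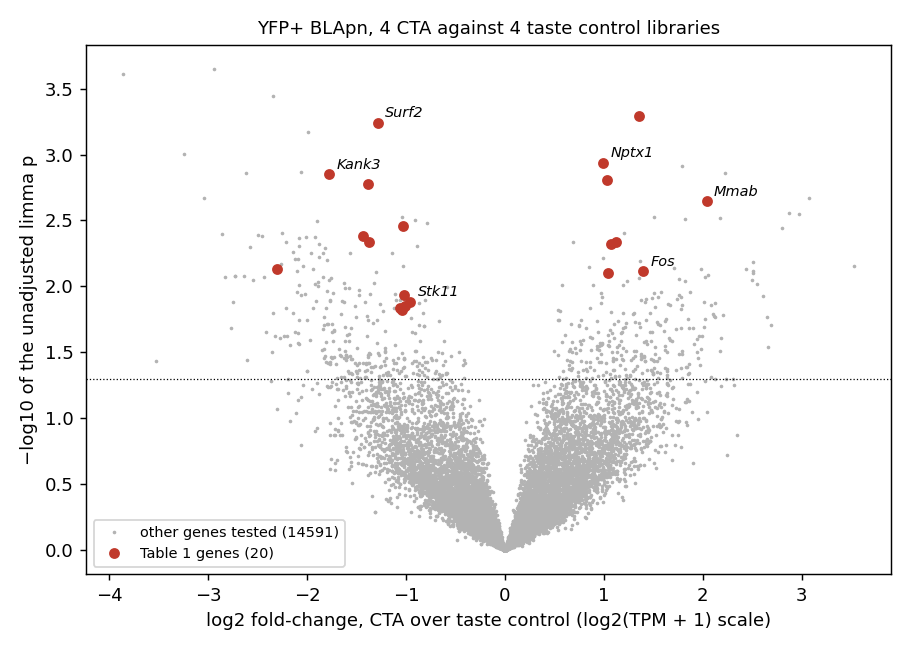
Log2 fold-change of CTA over taste control (x axis) against -log10 of the unadjusted limma p (y axis) for each gene tested in the BLA, with the 20 genes of Table 1 in red and all other genes in grey. The dotted line marks an unadjusted p of 0.05, above which all 20 genes of Table 1 lie.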

Table 1 lists the 20 transcripts showing differential expression between CTA and taste control group based on robust expression criteria: 2 ≤ fold change≤0.5, p<0.01 (unpaired t-test), transcripts-per-million (TPM) ≥30. 

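Fos (entry 5817 of the deposited table) lies on chromosome 12 of GRCm38 from 85473890 to 85477273. Its level in BLApn was 31.7 ± 8.77 TPM after CTA and 12.0 ± 5.69 TPM in taste control (SD, n = 4/group), a fold-change of 2.64. The CTA libraries held between 19.9 and 40.9 TPM and the taste control libraries between 5.78 and 17.3 TPM, so that no values overlapped (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). On the log2 scale the difference was 1.40 (standard error 0.44), and its limma p adjusted over all genes was 0.999. Leaving out any 1 of the taste control libraries gave an exact permutation p of 0.0571. The groups still did not overlap, but 4 libraries against 3 have fewer arrangements. The log2 fold-change of Fos was 1.13 without taste control 2 and 1.60 without taste control 1. The other 27 immediate early genes tested had a median log2 fold-change of 0.53.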

Included among these transcripts is the activity-dependent transcription factor, *Fos* which has previously been shown to be upregulated in BLApn following CTA and other learning paradigms (Zhang et al., 2002; Yasoshima et al., 2006; Mayford and Reijmers, 2015; Uematsu et al., 2015). *Fos* is an activity-dependent transcription factor that controls the transcription of downstream targets, which are capable of changing neuronal physiology (Malik et al., 2014). Among these, YFP^+^ BLApn, express Nptx2, a member of the pentraxin family involved in AMPA receptor clustering (Chang et al., 2010). Our sequencing results revealed a two-fold increase of Nptx2 levels following CTA (fold-change = 2.1; p=0.029; N = 4/group, unpaired t –test), which was further validated by qPCR in separate experiments (Fold-change = 2.4; p=0.028; N = 4/group; Figure 2—figure supplement 3).

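Nptx2 (entry 22081) lies on chromosome 5 of GRCm38 from 144545902 to 144557478. It was 53.4 ± 19.8 TPM after CTA and 25.1 ± 1.16 TPM in taste control in BLApn (SD, n = 4/group), a fold-change of 2.13 and a log2 difference of 0.98 (standard error 0.34, limma adjusted p = 0.999). Every CTA library lay above every taste control library (two-sided exact permutation test, p = 0.0286). Without any 1 of the taste control libraries the exact permutation p was 0.0857, although the groups still did not overlap. Nptx2 protein clusters AMPA receptors, and among 20 genes of ionotropic glutamate receptors and AMPA receptor partners 11 were higher and 9 lower after CTA (median log2 fold-change 0.02, camera adjusted p = 0.921). The AMPA receptor subunit Gria3 was 565 ± 78.8 TPM after CTA and 471 ± 134 TPM in taste control. The paper presents Fos as a factor whose targets can change the physiology of neurons, names Nptx2 among these targets, and states from sequencing, and from qPCR in separate experiments, that Nptx2 increased after CTA.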

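Stk11 (entry 2364), which encodes a serine/threonine kinase, lies on chromosome 10 of GRCm38 from 80115803 to 80130682. In BLApn it was 17.0 ± 2.48 TPM after CTA and 34.1 ± 5.27 TPM in taste control (SD, n = 4/group), a fold-change of 0.500. The CTA libraries held between 14.5 and 19.8 TPM and the taste control libraries between 27.3 and 38.9 TPM (two-sided exact permutation test, p = 0.0286). The log2 fold-change was -0.96 (standard error 0.33), with a limma p of 0.999 adjusted over all genes, and it stayed between -1.06 and -0.89 when any 1 library was left out. Of 14 genes of STK11 partners and AMP kinase regulatory subunits, 8 were higher and 6 lower after CTA (median 0.05, camera adjusted p = 0.921). Cab39, which encodes the scaffold that holds STK11 active, was 83.3 ± 16.4 TPM after CTA and 71.2 ± 21.6 TPM in taste control (exact permutation test, p = 0.371). Stk11ip was 11.2 ± 3.29 TPM after CTA and 21.9 ± 14.4 TPM in taste control (exact permutation test, p = 0.143).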

Our screen for differentially expressed genes also identified *Stk11* (also known as *Lkb1*; Figure 2B) a kinase well studied in the contexts of cancer, cell growth and development, but not previously studied in the contexts of learning and neuronal plasticity (Bardeesy et al., 2002; Alessi et al., 2006; Barnes et al., 2007; Gurumurthy et al., 2010; Courchet et al., 2013). Changes in the expression of both *Fos* and *Stk11* were validated by qPCR in separate experiments, which revealed a 4.6-fold increase in *Fos* mRNA (t(6)=2.5; p=0.045) and a 1.9-fold decrease in *Stk11* (t(6)=-2.5; p=0.046) (Figure 2C). To further examine the significance of these transcriptional changes, we also analyzed the levels of FOS and STK11 protein in the BLA. The fraction of C-FOS-expressing YFP-H neurons in the BLA 4 hr following CTA was significantly increased relative to lithium chloride-only and taste-only control groups (Figure 2—figure supplement 1). We measured STK11 4 hr following CTA or presentation of taste alone, by performing immunoblotting of proteins isolated from the anterior BLA. Surprisingly, we found a 1.8-fold increase (Figure 2—figure supplement 2) indicating that protein and mRNA expression are regulated in opposite directions at this time point.

STK11 is at the apex of the AMP-related kinase pathway and mediates its effects by phosphorylating one or more of 13 different downstream kinases, all of which share some homology with AMP-kinase (Lizcano et al., 2004; Shackelford and Shaw, 2009). Among these, YFP^+^ BLApn had moderate expression of *Brsk2* (TPM = 39.9) and *Mark2/3* (TPM = 59.3 and 73.7 respectively; Figure 2—figure supplement 3), which have known roles in establishing cell polarity during neuronal development (Barnes et al., 2007; Shackelford and Shaw, 2009). 

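Over the 8 BLA libraries, Mark3 averaged 73.8 ± 24.3 TPM, Mark2 59.4 ± 36.4 TPM and Brsk2 40.0 ± 14.2 TPM (SD, n = 8). The salt-inducible kinase Sik3 averaged 59.8 ± 22.7 TPM, and these 4 were the kinases of the family with a mean of at least 30 TPM. Mark1 averaged 28.7 ± 6.45 TPM, Mark4 19.9 ± 9.06 TPM, Sik2 15.4 ± 8.09 TPM and Nuak1 9.57 ± 4.43 TPM. Brsk1 averaged 22.5 ± 21.7 TPM, of which CTA 2 held 76.0 TPM and the other CTA libraries 13.5 to 16.7 TPM. Sik1 at 2.81 ± 3.12 TPM, Melk at 1.30 ± 1.45 TPM and Nuak2 at 0.580 ± 0.868 TPM were the lowest, and Melk was 4.82 TPM in CTA 4 against 0.46 to 1.13 TPM in the other CTA libraries. Brsk2 lies on chromosome 7 of GRCm38 from 141949751 to 142004247 and Mark3 on chromosome 12 of GRCm38 from 111574523 to 111656221. For both, CTA and taste control overlapped, with Brsk2 at 41.9 ± 14.6 TPM after CTA and 38.0 ± 15.7 TPM in taste control (exact permutation test, p = 0.771) and Mark3 at 78.7 ± 25.8 TPM after CTA and 68.9 ± 25.4 TPM in taste control (exact permutation test, p = 0.629).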

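Prkaa1, on chromosome 15 of GRCm38 from 5143861 to 5181899, encodes the alpha 1 catalytic subunit of AMP kinase and averaged 16.5 ± 11.0 TPM over the 8 BLA libraries (SD, n = 8). Prkaa2, on chromosome 4 of GRCm38 from 105029874 to 105109890, encodes the alpha 2 subunit and averaged 22.4 ± 2.57 TPM, with 25.7 TPM in taste control 2 against 21.8 to 22.0 TPM in the other controls. Prkaa1 was 10.9 ± 1.23 TPM after CTA and 22.0 ± 14.1 TPM in taste control (exact permutation test, p = 0.0857), and Prkaa2 was 21.9 ± 3.34 TPM after CTA and 22.9 ± 1.88 TPM in taste control (exact permutation test, p = 0.657). The regulatory subunit Prkag2 was 75.6 ± 17.9 TPM after CTA and 88.7 ± 20.5 TPM in taste control.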

Expression of AMP kinase itself (*Prkaa1/2*), an important metabolic regulator in many cell types (Shackelford and Shaw, 2009) was lower (TPM = 16.4 and 22.3, respectively). 

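Mark2, which phosphorylates microtubule-associated proteins, lies on chromosome 19 of GRCm38 from 7275396 to 7341860. It was 34.9 ± 5.47 TPM after CTA and 83.9 ± 38.3 TPM in taste control in BLApn (SD, n = 4/group), a fold-change of 0.416 with no overlap between the groups (two-sided exact permutation test, p = 0.0286). Without any 1 of the CTA libraries the exact permutation p was 0.0571, although the groups still did not overlap. The log2 fold-change of Mark2 was -1.14 (standard error 0.34), and limma gave an adjusted p of 0.999 over all genes. Over the kinases tested, 0 passed when adjusted over the list alone, with the smallest adjusted p, for Mark2, at 0.0720. That value was 0.0482 after median-ratio rescaling of the libraries and 0.0100 without taste control 3, and it ranged up to 0.330 without taste control 2. Nuak1 was 6.03 ± 1.85 TPM after CTA and 13.1 ± 3.02 TPM in taste control (exact permutation test, p = 0.0286), with an adjusted p of 0.311 from limma over the list alone. As a list, 9 of the 13 kinases tested were higher and 4 lower after CTA (camera adjusted p = 0.977).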

Comparing kinase expression between CTA and control groups revealed nearly two-fold less expression of *Mark2* following CTA (fold-change = 0.41; p=0.04, unpaired t-test; data not shown), but this was not significant after Bonferroni correction across the compared kinases.

We also analyzed the impact of CTA on the transcriptional profile of layer five pyramidal neurons labeled in strain YFP-H and Pvalb-expressing inhibitory interneurons in the GC, a brain region in which transcription is also known to be important for CTA learning (Inberg et al., 2016). 

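The deposited table for YFP+ neurons of the GC holds 4 CTA and 4 taste control libraries, and all 8 were used. Pvalb+ neurons were not analysed here. Training, the interval of 4 hr, manual sorting and TPM were as described for the BLA. The table lists the same genes as that of the BLA, of which 17982 to 18340 per library were above 0 (median 18135) and 14359 to 14830 reached 1 TPM. The 10 most abundant genes took 8.64% to 12.9% of each library's TPM, and the depth in reads is again unknown. The limma comparison covered 15278 genes averaging at least 1 TPM. In data simulated as for the BLA, with the same limits, it called 49 of 100 genes changed by 1 on the log2 scale, 97 of 100 changed by 2, and 5 of 15050 left unchanged. Projection neuron markers had a median of 158 TPM over 12 genes, with Slc17a7 at 905 ± 52.4 TPM after CTA and 853 ± 84.2 TPM in taste control (SD, n = 4/group). Layer 5 markers had a median of 57.7 TPM over 9 genes, against 28.7 TPM over 5 markers of upper layers and 5.91 TPM over 7 markers of layer 6. The highest layer 5 marker, Fezf2 at 148 TPM, was no higher than the upper-layer marker Lamp5 at 149 TPM. The median was 1.04 TPM for interneuron markers, 8.36 TPM for central amygdala and striatal markers, 6.94 TPM for astrocyte markers, 2.36 TPM for oligodendrocyte markers and 2.25 TPM for microglia markers. The summed oligodendrocyte transcripts stood at 437 and 443 TPM in taste control 2 and taste control 4, against 112 to 184 TPM in the other 6 libraries, and the summed interneuron transcripts at 341 and 368 TPM in CTA 3 and CTA 4, against 98.0 to 144 TPM in the other 6.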

RNA sequencing was performed on YFP^+^ and Pvalb+ neurons in the GC harvested from mice 4 hr following CTA training, and from taste-only controls (n = 3/4/group). Tables 2 and 3 list the transcripts showing the most differentially expressed genes using the same criteria used in the BLA: 2 ≤ fold change≤0.5, p<0.01 (unpaired t-test), transcripts-per-million (TPM) ≥30. 

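In YFP+ neurons of the GC, 1 gene met the paper's criteria. Exosc1 (entry 14106), a subunit of the RNA exosome on chromosome 19 of GRCm38 from 41922292 to 41933423, was 19.2 ± 4.88 TPM after CTA and 44.6 ± 12.1 TPM in taste control (SD, n = 4/group), a fold-change of 0.431 with no overlap between the groups (two-sided exact permutation test, p = 0.0286). Its log2 fold-change was -1.17 (standard error 0.26, limma adjusted p = 0.9996). Exosc1 was selected on these same libraries, so its p-values are not independent evidence. In splits made after the results were seen, 23 of 35 gave at least 1 gene meeting the criteria, the real one included. With 1 library left out, 0 genes met the criteria without any of the 4 CTA libraries or without taste control 3, 2 genes met them without taste control 4 and 3 without taste control 2. Over all genes, limma called 0 of 15278 at an adjusted p under 0.05, with 573 at an unadjusted p under 0.05, 282 higher and 291 lower, and it called 1 gene without CTA 2. Over the other splits of these 8 libraries into 4 against 4, the median was 608 genes at an unadjusted p under 0.05. Of 5628 genes averaging at least 30 TPM, 48 had all CTA libraries above all taste control libraries and 56 had them below, together 1.85%, where chance gives 2.86%. Among these the clock transcription factor Npas2 was 56.3 ± 10.2 TPM after CTA and 30.3 ± 5.93 TPM in taste control, the actin regulator Wipf3 was 78.5 ± 9.36 TPM after CTA and 51.5 ± 1.83 TPM in taste control with 92.5 TPM in CTA 4 against 72.6 to 75.1 TPM in the other CTA libraries, and the synaptic vesicle transcript Synpr was 301 ± 15.9 TPM after CTA and 225 ± 25.7 TPM in taste control. Vps52, a subunit of a vesicle tethering complex, was 167 ± 39.9 TPM after CTA and 102 ± 16.4 TPM in taste control, and Cpne4, a calcium-dependent membrane-binding protein, was 133 ± 21.5 TPM after CTA and 88.1 ± 16.3 TPM in taste control. On the lower side, Glt25d1 (annotated as Colgalt1), a collagen galactosyltransferase, was 32.3 ± 5.40 TPM after CTA and 76.8 ± 23.9 TPM in taste control, Pdzd11 was 63.1 ± 16.1 TPM after CTA and 107 ± 13.7 TPM in taste control, Dnajc19 was 48.4 ± 11.8 TPM after CTA and 79.4 ± 12.8 TPM in taste control and 2310009A05Rik was 30.3 ± 7.08 TPM after CTA and 59.8 ± 18.2 TPM in taste control, the last with 19.8 TPM in CTA 1 against 33.4 to 34.6 TPM in the other CTA libraries.
Among the fixed lists, 14 of 18 circadian clock genes were higher after CTA (median log2 fold-change 0.09, limma's camera adjusted p = 0.363), and 1 gene, Npas2, passed when adjusted over the list alone (adjusted p = 0.0190 from limma). Arntl, the partner of Npas2 in the clock, was 35.2 ± 4.63 TPM after CTA and 23.6 ± 4.56 TPM in taste control. Of 14 glucocorticoid-responsive genes, 11 were higher (median 0.18, camera adjusted p = 0.118), and 3 genes passed when adjusted over the list alone, at a smallest adjusted p of 0.0489 from limma. These were Fkbp5 at 21.3 ± 10.5 TPM after CTA and 9.24 ± 2.94 TPM in taste control, Errfi1 at 35.7 ± 5.72 TPM after CTA and 22.7 ± 2.75 TPM in taste control and Sult1a1 at 1.82 ± 1.31 TPM after CTA and 5.56 ± 1.62 TPM in taste control. Adjustment within a list takes no account of the 31 lists tested in the GC, so members can pass it by chance. Over all genes, 0 members of the clock and glucocorticoid lists passed. Oligodendrocyte markers were the only list past the threshold, with 9 of 10 genes lower after CTA and a median of -1.01 (camera adjusted p = 0.00489, and adjusted p = 0.812 with an estimated correlation, 0 genes when adjusted over the list alone). This list's adjusted p was 0.275 without taste control 2, 0.233 without taste control 4, 0.0562 without CTA 2 and 0.0598 without CTA 3.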

While Pvalb+ neurons showed a robust transcriptional response, evident by 19 genes reaching the criteria, only one gene reached the same criteria in YFP+, suggesting a weaker CTA-driven transcriptional response in these neurons. Importantly, the expression of *Fos* and *Stk11* in both YFP+ and Pvalb+ neurons, did not differ between CTA and control groups (Figure 2—figure supplement 4 and Tables 2 and 3). This suggests that the differential expression of *Fos* and *Stk11* during CTA learning may be specific to a subset of cell-types within the circuit.

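In the GC, Fos was 30.2 ± 13.3 TPM after CTA and 27.0 ± 9.22 TPM in taste control (SD, n = 4/group) and the groups overlapped (two-sided exact permutation test, p = 0.686). Its log2 fold-change was 0.11 (standard error 0.34), between -0.09 without CTA 3 and 0.36 without CTA 1. Stk11 was 46.4 ± 21.9 TPM after CTA and 37.7 ± 12.1 TPM in taste control, again with overlap (exact permutation test, p = 0.60), and its log2 fold-change was 0.24 (standard error 0.32), between -0.04 without CTA 3 and 0.44 without CTA 2. Whether the effect of CTA differed between BLA and GC was tested in limma as a region by training term over the 16 YFP+ libraries. The difference in log2 fold-change, BLA minus GC, was 1.29 for Fos (standard error 0.56) and -1.20 for Stk11 (standard error 0.44), each with an adjusted p of 0.9995. The term was called for 0 of 15191 genes, with 601 at an unadjusted p under 0.05, where chance gives about 1 in 20 genes. Of the 20 genes of Table 1, 9 had the same direction in the GC as in the BLA and 0 had an unadjusted limma p under 0.05 there. For the immediate early genes, 18 of 28 were higher after CTA in the GC (median 0.05, camera adjusted p = 0.618), and for the delayed genes 8 of 22 (median -0.05, camera adjusted p = 0.773). In a test chosen after these values were seen, the region by training term had an adjusted p of 0.0200 for the immediate early genes and 0.00449 for the delayed genes from camera, and an adjusted p of 0.974 for each with an estimated correlation. From the difference of Fos and Stk11 in the BLA and its absence in the GC populations, the paper proposes that their regulation in CTA learning may be specific to some of the cell types of the circuit.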

### *Fos* and *Stk11* expression in BLA projection neurons are necessary for memory formation

We next wished to determine whether any of the transcriptional changes in BLApns that correlate with learning are indeed necessary for learning to occur. Since both C-FOS and STK11 protein increase following CTA, we pursued a loss-of-function (LOF) strategy. To restrict LOF to BLApns, we performed conditional deletion by injecting Cre recombinase into mice carrying alleles of *Fos* (Zhang et al., 2002) or *Stk11*(Nakada et al., 2010) in which key exons are flanked by lox-p sites. In both cases, recombination leads to a functionally null allele and analyses were carried out in homozygous (^f/f^) animals. Cre was delivered by injecting AAV2/5-Camk2α::Cre-GFP into the BLA bilaterally. As expected, this led to GFP expression in excitatory projection neurons, but not in BLA interneurons or adjacent GABAergic neurons in the Central Amygdala (CEA; Figure 3, 5). Animals carrying the same genotypes but receiving AAV2/5-Camk2α::GFP served as controls. Injections were performed 10 days prior to analysis to allow time for LOF to occur.

**Figure 3.**
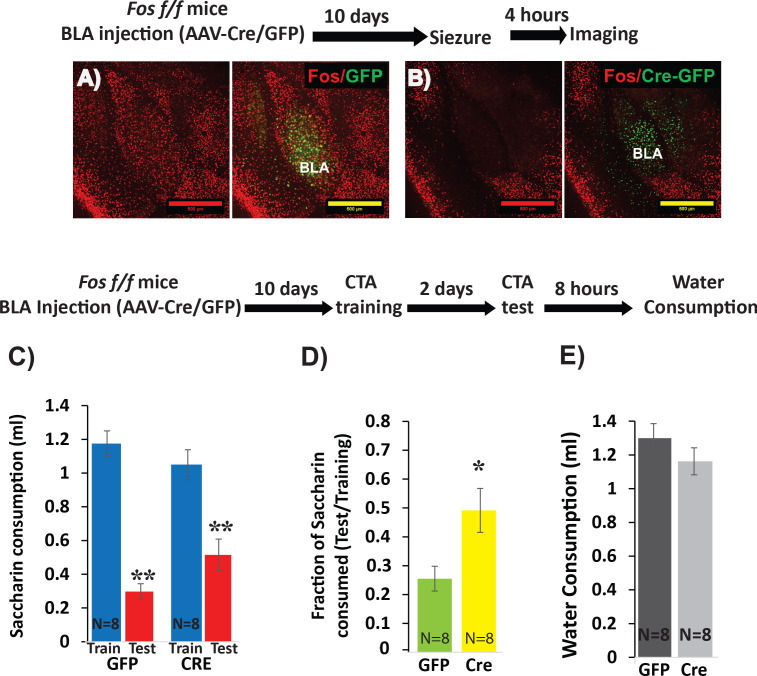
Deletion of *Fos* from BLApn reduces the strength of learning. (**A,B**) BLA of *Fos*^f/f^ mice were infected with viruses expressing Cre-GFP (**B**) or GFP alone (**A**). C-FOS induction was tested 10 days later, 4 hr after onset of seizures in response to kainic acid (20 mg/kg). Cre injected BLA’s had reduced C-FOS expression confirming penetrance of the knock-out. (**C–E**) Fos deletion from BLApn attenuates CTA learning. *Fos* f/f mice received Cre and control viruses bilaterally and were trained for CTA 10 days later and then tested after an additional 48 hr. (**C**) Both groups exhibited significant memory reflected by reduced saccharin consumption between training and testing sessions. Mixed ANOVA revealed a significant effect of training (F(1,14) = 154.6, p=5.9×10^−9^), but not of knockout (F(1,14) = 0.15, p=0.70), although there was a significant interaction (F(1,14) = 9.67, p=0.008). Post-hoc analysis revealed that both GFP (N = 8) and Cre (N = 8) group reductions following CTA (test vs. train) were significant (GFP: p=9×10^−6^; Cre: p=3.6×10^−4^) but differences between the other conditions were not (CTA-GFP vs CTA-Cre: p=0.26 and test-GFP vs test-Cre: p=0.065). (**D**) *Fos* deletion from BLApn reduced memory strength measured as the fraction of saccharin consumed (test/training): 25% (GFP) versus 49% (Cre) and this difference in ratios was significant (t(14)=-2.7; p=0.017). (**E**) Reduced saccharin consumption cannot be attributed to overall inhibition of drinking as the amount of water drunk 8 hr later did not differ (p=0.26). *p<0.05; **p<0.01. See also Figure 3—source datas 1 and 2. Figure 3—source data 1.Saccharin consumption (ml) during CTA training and test.This data relates to Figure 3, panel C. Figure 3—source data 2.Fraction of saccharin consumed (Test/Training).This data relates to Figure 3 panel D.

To assess the efficacy of this approach for CTA learning, we first examined the necessity of *Fos* expression. *Fos* is known to contribute to multiple forms of learning and plasticity (Zhang et al., 2002; Tonegawa et al., 2015) and has previously been implicated in CTA (Lamprecht and Dudai, 1996; Yasoshima et al., 2006). To first confirm effective Cre-mediated recombination, we tested the ability of viral Cre to prevent widespread C-FOS expression in the BLA immediately following kainic-acid-induced seizures. C-FOS staining performed four hours after seizures revealed strong induction throughout the BLA of control mice injected with the control virus, and diminished C-FOS expression in mice injected with Cre (Figure 3A,B). We then tested the effect of *Fos* deletion on CTA in separate animals. Cre-GFP and GFP control AAV’s were injected into the BLA of *Fos*^f/f^ mice, CTA training occurred 10 days later, and long-term memory was tested after an additional 2 days.

The results show that while both groups could form CTA memory, Cre injected mice showed significantly weaker memory (Figure 3C–E). This confirms our ability to manipulate memory by conditional knockout in BLApn neurons. The results refine those of a prior study using antisense injections and germline knockouts (Yasoshima et al., 2006).

Next, we used the same strategy to test the necessity of *Stk11* expression in BLApn for CTA memory. BLA of *Stk11^f^*^/f^ mice were injected bilaterally with AAV expressing Cre- GFP, or GFP alone. Ten days later, both groups of mice were trained for CTA and tested after an additional 2 days. The results revealed a near complete loss of learning in the *Stk11* KO mice (Figure 4A,B), which exhibited no significant reduction in the amount or ratio of saccharin consumed after training. Control mice exhibited significant reductions consistent with a similar degree of learning to that seen in previous control experiments. The differences in the consumption of saccharin during the test day were not attributable to overall reduced drinking, as both group of animals consumed comparable amounts of water 8 hr later (Figure 4C). Taken together, these results indicate that *Stk11* expression in BLApn is essential for CTA memory.

**Figure 4.**
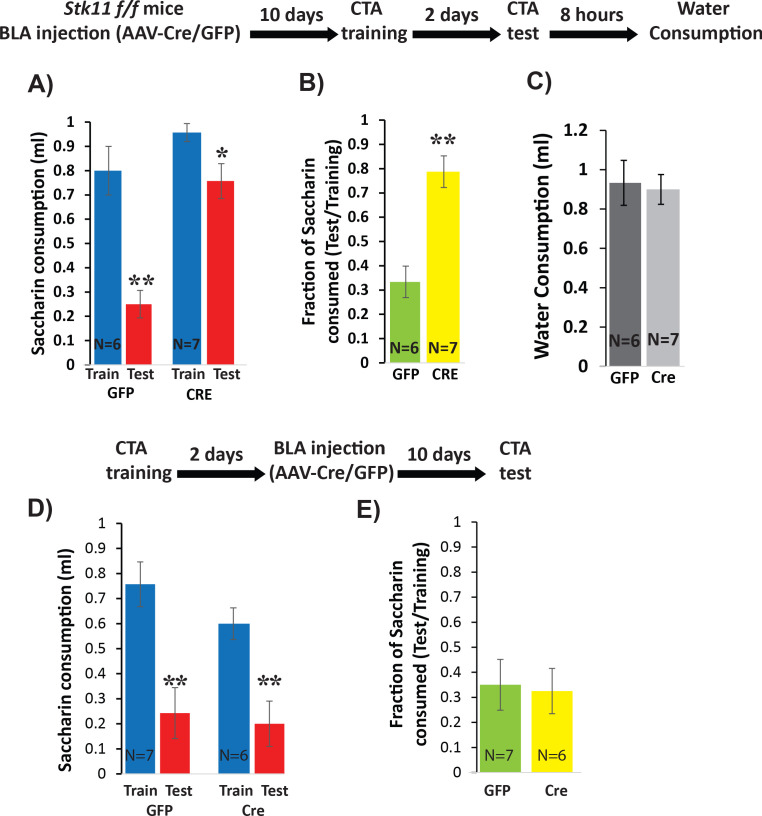
Deletion of Stk11 from BLApn impairs CTA learning. (**A**) *Stk11*^f/f^ mice were infected with Cre or control viruses 10 days before CTA training and were tested 48 hr later. Despite significant reduction in saccharin consumption between testing and training sessions in control mice, *Stk11* KO animals showed almost no learning. Mixed ANOVA revealed significant training and genotype effects (training: F(1,11) = 42.1; p=4.5×10^−5^; genotype: F(1,11) = 18.2; p=0.001; as well as a significant interaction: F(1,11) = 9.2, p=0.012). Post-hoc analysis (Bonferroni corrected) revealed that although both GFP (N = 6) and Cre (N = 7) reductions following CTA (test vs. train) were significant (GFP: p=0.003; Cre: 0.013), there was a large and significant difference in saccharin consumption between GFP and Cre groups during the test (GFP: 0.25 ml; Cre: 0.75 ml; p=2.1×10^−4^), while differences in saccharin consumption during training were not significant (p=0.15). (**B**) Control animals (GFP) consumed only 33% of the training amount during the test, but KO mice (Cre) consumed 78% and this difference was significant (t(11)=-4.91; p=4×10^−4^). (**C**) Reduced saccharin consumption does not reflect an overall reduction in drinking measured 8 hr later (t(11)=0.25; p=0.87). **p<0.01. (**D**) *Stk11* deletion after long-term memory formation has no effect on CTA retention. *Stk11* f/f mice received Cre and control viruses 2 days after CTA training and were tested 10 days later. Mixed ANOVA revealed a significant effect of training (F(1,11) = 48.8, p=2.3×10^−5^) but no significant effect of genotype (F(1,11) = 1.7, p=0.23) or interaction (F(1,11) = 0.76, p=0.40). Post-hoc analysis confirmed significant reductions in both groups following CTA (GFP: N = 7, p=0.003. Cre: N = 6, p=0.002). There was no significant difference between GFP and Cre groups during training (p=0.19) or during the test (p=0.64). (**E**) There was no significant difference in CTA intensity as measured by the fraction of saccharin consumed (t = −0.18, p=0.86). **p<0.01. See also Figure 4—source datas 1–4 and Figure 4—figure supplement 1. Figure 4—source data 1.Saccharin consumption (ml) during CTA training and test.This data relates to Figure 4 panel A. Figure 4—source data 2.Fraction of saccharin consumed (Test/Training).This data relates to Figure 4 panel B. Figure 4—source data 3.Saccharin consumption (ml) during CTA training and test.This data relates to Figure 4 panel D. Figure 4—source data 4.Fraction of saccharin consumed (Test/Training).This data relates to Figure 4 panel E.

**Figure 4—figure supplement 1.**
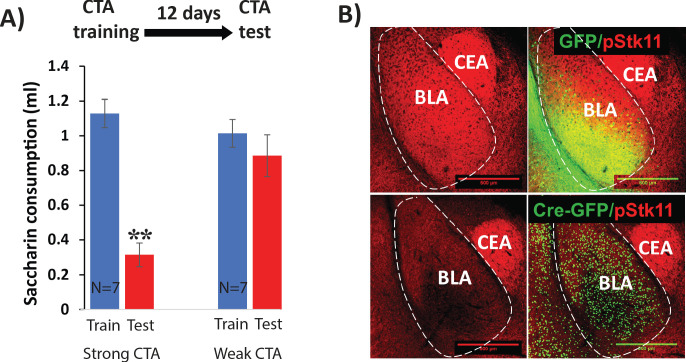
Controls for Stk11 deletion experiments. (**A**) CTA elicited by a dose of 0.15 M LiCl 1% body weight (Weak CTA) does not last 12 days following training (N = 7, t(12)=0.9, p=0.39). On the other hand, CTA elicited by a LiCl dose of 0.15M 2% body weight (Strong CTA) does (N = 7, t(12)=7.8; p=5×10^−06^). (**B**) Conditional knock-out of *Stk11* reduces phospho-STK11 protein expression. Immunostaining for STK11 protein (phosphorylated at serine 431) was performed 10 days after BLA infection with Cre or control viruses. Scale bar: 500 µm.

*Stk11* deletion prior to CTA training can potentially alter multiple memory stages including memory formation and retrieval (Levitan et al., 2016a; Levitan et al., 2016b). Because CTA memory is long-lasting after even a single training session, it is possible to distinguish an effect of *Stk11* deletion on memory formation from an effect on retrieval by performing the deletion figure supplement 1). Both Cre-GFP and GFP injected mice developed CTA (Figure 4D) – there was no significant between-group difference in the intensity of memory, assessed from the ratio of saccharin consumed during the test (Figure 4E). Since the same deletion produces a profound effect when occurring prior to training, this suggests that deletion of Stk11 from BLApn does not affect the retention and retrieval of CTA memory, provided memory was already formed prior to performing the knockout. This argues that Stk11 is required for CTA memory formation.

The fact that the expression of both *Fos* and *Stk11* in BLApn are needed for normal CTA long-term memory raises the question of their possible interaction. To address this question, we first examined the expression of C-FOS 4 hr following CTA training in *Stk11*^f/f^ mice receiving Cre or control virus injection 10 days earlier. There was no difference between the control and knockout groups (t(4)=-0.42; p=0.69, N = 3/group. Figure 5—figure supplement 1a). In a complementary experiment, we examined the expression of STK11 4 hr following CTA in Fos^f/f^ mice receiving Cre or control virus injection 10 days earlier. We also found no significant difference between the control and knockout groups in this experiment (t(4)=0.028; p=0.84, N = 3/group. Figure 5—figure supplement 1b). Thus, the expression of *Stk11* or *Fos* is not dependent upon the expression of the other, and they likely represent signaling pathways that are at least initially separate.

### *Stk11* deletion in BLApn does not impact taste palatability coding in the GC

Since Stk11 deletion must occur prior to CTA training to have an effect on learning, we needed to rule out the possibility that its effect on memory came via disruption of either the responsiveness of BLA neurons to training stimuli, or the output of BLA neurons, which is known to be required for palatability coding within GC.

A more rigorous test of BLA function is to determine whether palatability coding in the GC is intact following knockout, since this is known to depend on intact output from the BLA (Piette et al., 2012; Samuelsen et al., 2012; Lin and Reilly, 2012; Lin et al., 2018). If *Stk11* deletion disrupts gustatory activation of BLApn or their output to the GC, palatability coding recorded in the GC should be impaired. To test this, *Stk11* deletion in BLApn was performed as before and 10 days later multi-channel in vivo recordings of GC taste responses were obtained. Recordings were targeted to the ventral part of GC, since BLA projects to these regions (Figure 5A; Maffei et al., 2012; Haley et al., 2016; Levitan et al., 2019). Palatability coding was assessed with a battery of four tastes with hedonic values ranging from palatable (sucrose and sodium-chloride) to aversive (citric-acid and quinine; for details see Levitan et al., 2019).

**Figure 5.**
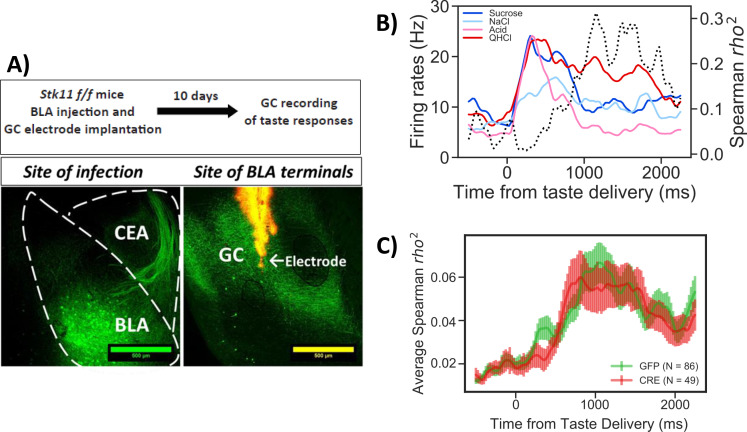
*Stk11* deletion in BLApn does not affect taste palatability coding in the GC. (**A**) The BLA of *Stk11*^f/f^ mice was infected bilaterally with Cre or control viruses. The ventral GC, where BLA projections terminate (Haley et al., 2016) was implanted with a multi-electrode array 10 days later to record GC taste responses to a battery of four tastes differing in their hedonic value, the palatable sucrose and sodium-chloride and the aversive critic acid and quinine (Levitan et al., 2019). Images show BLA injection site (left) and labeled BLA terminals in the ventral GC co-localized with the site of dye-labeled electrodes (right). (**B**) PSTHs (colored lines) from a representative GC neuron in a GFP-injected control mouse that responded significantly to all tastes. Dashed line represents the magnitude of the rank correlation between firing rates and behaviorally measured palatability obtained previously in separate experiments (Levitan et al., 2019). (**C**) Correlation coefficients averaged across all recorded units in GFP (control) and Cre-injected mice. As revealed in a two-way ANOVA, palatability correlations in both groups rise steeply between 800 and 1000 ms with no significant difference between genotypes (F(1,133)=0.13, p=0.72) or interaction (p=0.99). See also Figure 5—figure supplement 1.

**Figure 5—figure supplement 1.**
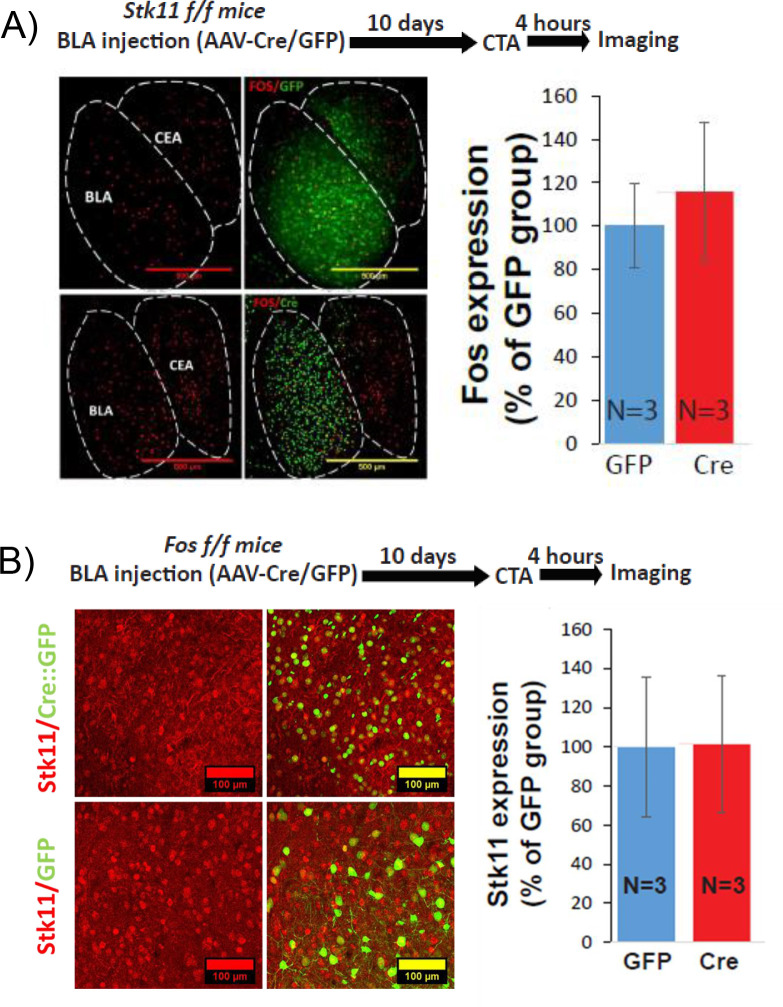
The expression of Stk11 or Fos is not dependent upon the expression of the other. (**A**) *Stk11* deletion in BLApn does not change C-FOS expression. C-FOS protein expression in the BLA was measured 4 hr following CTA training in *Stk11*^f/f^ mice receiving Cre or control virus injection 10 days earlier. There was no difference between the groups (t(4)=-0.4; p=0.69, N = 3/group). (**B**) *Fos* deletion in BLApn does not change STK11 expression. STK11 protein expression in the BLA was measured 4 hr following CTA training in *Fos*^f/f^ receiving Cre or control virus injection 10 days earlier. There was no difference between the groups (t(4)=0.03; p=0.84, N = 3/group). See also Figure 5—figure supplement 1—source data 1–2. Figure 5—figure supplement 1—source data 1.*Stk11* deletion in BLApn does not change C-FOS expression.This data relates to Figure 5—figure supplement 1 panel A. Figure 5—figure supplement 1—source data 2.*Fos* deletion in BLApn does not change C-FOS expression.This data relates to Figure 5—figure supplement 1 panel B.

Figure 5 shows the results of GC taste responses following *Stk11* deletions in BLA. Figure 5B illustrates the peri-stimulus histogram of a representative GC neuron responding to the taste battery. As observed previously in rats and mice (Katz et al., 2001; Sadacca et al., 2012; Levitan et al., 2019), different aspects of taste processing are encoded in firing rates sequentially. In the first five hundred milliseconds or so post-taste delivery, neurons show different firing rates to different tastes (i.e. reflecting taste identity coding), while later in the responses, differential response rates reflect the hedonic values of tastes (i.e. taste palatability coding). These properties were maintained in the mice studied here: as indicated by the dashed line, the magnitude of the correlation between the neuron’s stimulus evoked firing rates and the behaviorally determined palatability ranking rose significantly only after the first half a second following taste delivery. The averaged correlation magnitudes across neurons from Cre and GFP injected mice are shown in Figure 5C. Inspection of the figure suggests that BLA *Stk11* deletion had little effects on GC taste palatability coding; the correlations in both GFP- and Cre-injected groups rise around half a second and peaks at about one second after taste delivery. An ANOVA found no significant group differences across each time bin, suggesting that *Stk11* deletion in BLA has little detectable influence on GC taste processing.

Taken together, our molecular and electrophysiological analyses suggest that the memory deficit observed after Stk11 deletion is unlikely to be due to a deficit in basic taste processing. Rather, Stk11 deletion likely impairs memory by affecting the process of memory formation.

### *Stk11* and *Fos* deletion increase the intrinsic excitability of BLApn, while CTA decreases excitability

What cellular mechanisms mediate the effects of *Fos* and *Stk11* on memory formation? Long-term memory is known to be accompanied by changes in both the intrinsic excitability of neurons (Zhang and Linden, 2003; Mozzachiodi and Byrne, 2010) and in the strength of their synaptic connections. Recent studies have shown that the intrinsic excitability of BLApn can be modulated bi-directionally during reinforcement learning, with positive reinforcement leading to increased and negative reinforcement to decreased intrinsic excitability (Motanis et al., 2014).

To determine whether *Stk11* might influence memory formation by altering intrinsic excitability, we compared the excitability of BLApn recorded in ex vivo slices from mutant animals receiving Cre-GFP (Figure 6). The results reveal a marked increase in the intrinsic excitability of BLApn following deletion of *Stk11*, relative to GFP-only controls. Cre infected neurons had higher firing rates than GFP neurons for any given amount of current input resulting in a steeper slope of the firing rate vs. current (F-I) curve. Threshold firing was initiated at a lower level of current injection (i.e. the rheobase was lower; Figure 6C). This reflected a higher resting input resistance and a slightly lower voltage threshold. Some other electrophysiological properties also differed (see Table 4) including sag ratios, action potential amplitudes, and the medium and slow afterhyperpolarizations, while others, such as the degree of firing rate accommodation, spike widths and resting membrane potentials did not. Thus, *Stk11* deletion from BLApn neurons increases overall intrinsic excitability, most likely by affecting multiple biophysical properties of these neurons.

**Figure 6.**
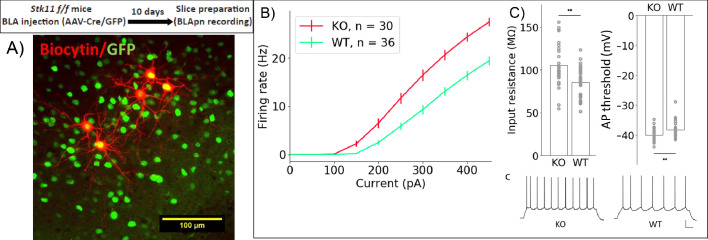
*Stk11* deletion in BLApn increases intrinsic excitability. (**A**) Whole-cell recordings obtained from BLApn in ex vivo slices of *Stk11*^f/f^ mice 10 days after injection of Cre or control virus. *Stk11* neurons were targeted based on GFP expression and validated post-hoc based on Biocytin fills. (**B**) Firing rates plotted against input current (F–I). Error bars are SEM. Less current is needed to evoke firing in *Stk11*-KO neurons compared to *Stk11*-WT neurons (interpolated rheobase, F(1,64) = 10.6, p=0.0018). Two-way mixed ANOVA revealed significant main effects of knockout (F(1,64) = 27.48, p=2×10^−6^) and current (F(10,640) = 581.7, p=1.2×10^−44^) on firing rate, along with a statistically significant interaction (F(10,640) = 22.4, p=4×10^−36^). Post-hoc pairwise comparisons showed that the firing rates of *Stk11*-KO neurons were significantly greater than those of *Stk11*-WT neurons in response to current injections from 150 to 450 pA (p<0.001). (**C**) *Stk11*-KO neurons have increased input resistance (F = 14.41, p=3.3×10^−4^) and decreased threshold for generating action potential (F = 7.68, p=0.0073). Traces are sample responses to 300 pA current steps. Scale bar: 100 ms, 20 mV. See also Table 4.

**Table 4.** Electrophysiological properties of BLApn: *Stk11* knockout vs. GFP controls

Group	Statistics	Resting membrane potential (mV)	Access resistance (mΩ)	Input resistance (mΩ)	mAHP (mV)	sAHP (mV)	Action potential amplitude (mV)	Action potential half width (ms)	Action potential threshold (mV)	Sag ratio
KO Mice = 11 Neuron = 30	Mean	−78.23	19.68	105.33	7.44	0.92	74.41	0.80	−50.01	0.13
	S.D.	3.73	2.76	24.88	1.93	0.35	6.58	0.10	2.44	0.04
GFP Mice = 11 Neuron = 36	Mean	−76.96	18.02	85.41	9.71	0.64	78.05	0.79	−48.30	0.15
	S.D.	2.66	3.47	17.65	1.64	0.26	4.39	0.07	2.55	0.03
	F	2.59	4.47	14.41	26.69	13.78	7.17	0.19	7.68	7.48
	p	0.112	0.0383	3.29E-4	2.54E-06	4.32E-4	0.0094	0.664	0.0073	0.008

Since *Stk11* and *Fos* deletion both impair CTA learning, we wondered whether *Fos* deletion also increases the intrinsic excitability of BLApn. Analysis of *Fos* KO neurons revealed a similar increase in firing relative to control neurons (N for: WT = 14, KO = 22; Figure 7A–B). Two-way ANOVA indicated a significant effect of genotype (in addition to the expected effect of current level). Significant differences in input resistance and action potential threshold were also detected.Next, we asked whether we could detect an effect of learning itself on neuronal excitability in the BLA. A difficulty with this experiment is that learning may have different effects on different populations of BLApn as evidenced by the fact that some neurons increase C-FOS expression following training, while others do not (Figure 2—figure supplement 2). In order to separately examine these two populations following training, we made use of the reporter system developed by Reijmers and colleagues, in which elements of the *Fos* promoter are used to drive the tet transactivator (tTA) which can then prolong and amplify expression of a reporter marking *Fos*-activated cells, when Doxycycline (Dox) is absent (Reijmers et al., 2007). In this case, we provided the tet-dependent reporter via an AAV (TRE::mCherry) injected into the BLA 10 days prior to training. Animals were fed Dox until 24 hr prior to training to limit background activation (Figure 7C). Control experiments showed that CTA training resulted in a greater number of neurons expressing *Fos* 24 hr after training, compared to home cage controls (Figure 7D). Twenty-four hours following CTA training or taste-only control experiments, recordings were obtained from BLApn in acute slices. Two-way ANOVA revealed that BLApn in the CTA animals have lower input resistance than those in control animals and that *Fos*-activated neurons have lower input resistance than unlabeled neurons (Figure 7E). Notably, this change is in the opposite direction from that produced by deletions of *Stk11* and *Fos*, two manipulations that impair learning. This suggests that these mutations may interfere with learning by impairing changes in intrinsic excitability that are required for learning to occur.

**Figure 7.**
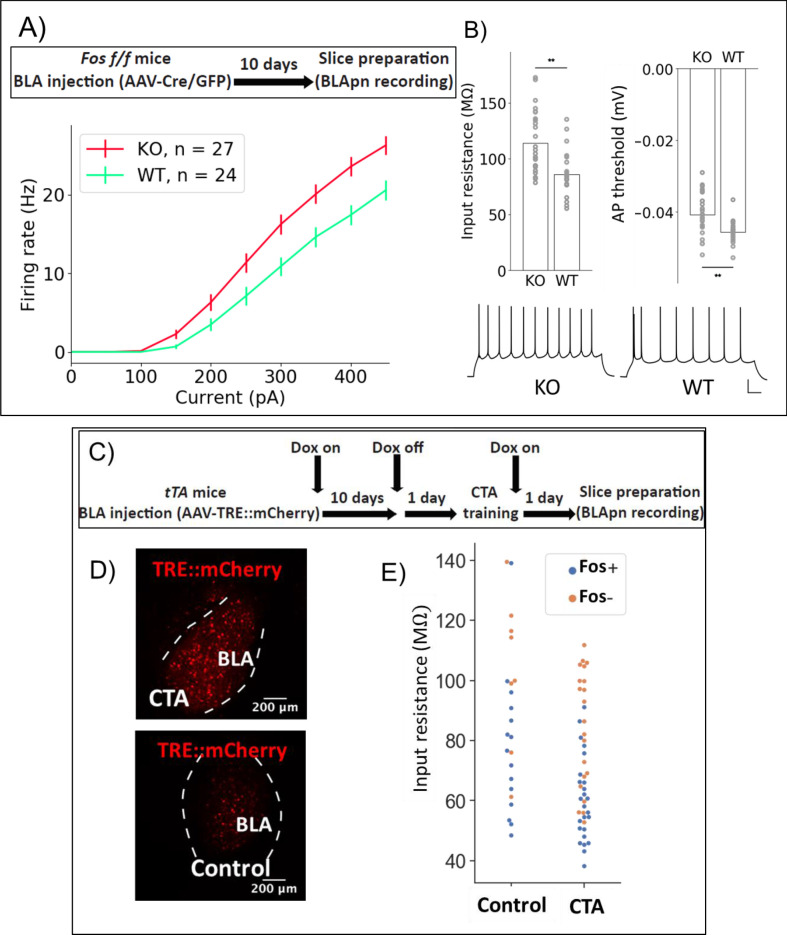
*Fos* deletion and CTA have opposing effects on resting input resistance. (**A,B**) Whole-cell patch clamp recordings obtained from BLApn in ex vivo slices of *Fos*^f/f^ mice 10 days after injection of Cre or control virus. *Fos*-KO neurons exhibit increased firing in response to current injection compared to *Fos*-WT neurons. (**A**) Average frequency-current (FI) curves. Two-way mixed ANOVA revealed a significant main effect of knockout (F(1,49) = 8.79, p=0.005) and current (F(9,441) = 419.4, p=6×10^−210^) on firing rate, along with a statistically significant interaction (F(9,441) = 8.2, p=2.57×10^−11^). Post-hoc pairwise comparisons showed that the firing rates of *Fos*-KO neurons were significantly greater than those of *Fos*-WT neurons in response to current injections from 150 to 450 pA (p<0.05). (**B**) Differences in input resistance (F(1) = 10.62, p=0.0025) and action potential threshold (F(1) = 6.82, p=0.013) between *Fos*-KO and *Fos*-WT neurons were also significant. Traces show sample responses to 250 pA current steps. Scale bar: 100 ms, 20 mV. (**C**) Tet-dependent labeling of *Fos* expressing neurons (Reijmers et al., 2007) during CTA training. Fos::tTa mice injected with AAV-TRE::mCherry received food with 40 ppm Doxycycline (Dox) to suppress reporter expression. One day prior to CTA training, Dox was removed. Acute slices were prepared 24 hr following CTA (Saccharin+lithium) or control (Saccharin+saline) training. (**D**) MCherry labeled neurons in the BLA. (**E**) Input resistances of *Fos*^+/-^ neurons in the BLA, following CTA training and taste-only control experiments. Two-way ANOVA reveals that neurons from CTA animals have lower input resistance than those from control animals (F(1,65) = 10.26, p=0.0021) and that *Fos*^+^ neurons have lower input resistance than *Fos*^-^ neurons (F(1,65) = 23.64, p=7.5×10^−6^). Post-hoc tests show that among *Fos*^+^ neurons, those in CTA animals have lower input resistance (p=0.015), while among *Fos*^-^ neurons, there was no significant difference between CTA and control animals (p=0.1). Differences between *Fos*^+^ and *Fos*^-^ neurons did not reach post-hoc significance in either the CTA (p=0.25) or control animals (p=0.12) considered alone. See also Table 5.

**Table 5.** Electrophysiological properties of BLApn: *Fos* knockout vs. GFP controls

Group	Statistics	Resting membrane potential (mV)	Access resistance (mΩ)	Input resistance (mΩ)	mAHP (mV)	sAHP (mV)	Action potential amplitude (mV)	Action potential half width (ms)	Action potential threshold (mV)
KO Mice = 5 Neuron = 27	Mean	−75.43	19.63	113.91	10.34	0.40	65.87	0.72	−40.79
	S.D.	5.08	4.95	27.73	4.30	0.19	8.31	0.11	5.83
GFP Mice = 5 Neuron = 24	Mean	−76.50	14.35	86.01	8.95	0.38	73.30	0.74	−45.62
	S.D.	3.38	5.17	19.58	2.05	0.17	5.11	0.12	3.02
	F	0.768	13.882	16.812	2.096	0.144	14.334	0.224	13.306
	p	0.385	5.04E-04	1.55E-04	0.154	0.706	4.18E-04	0.638	6.40E-04

To more directly test the hypothesis that changes in intrinsic excitability of BLApn play a key role in the formation of CTA memory, we virally expressed the excitatory DREADD (Designer Receptors Exclusively Activated by Designer Drugs) hM3Dq and then transiently increased the intrinsic excitability of BLApn during memory formation. hM3Dq is a Gq-coupled muscarinic receptor containing a modified binding site permitting activation by the synthetic ligand CNO (Clozapine-N-Oxide) but not by endogenous ligands (Alexander et al., 2009). Whole-cell patch clamp recordings in acute brain slices from BLApn infected in vivo with AAV-Camk2α::hM3Dq confirmed the ability of CNO to increase their intrinsic excitability (8-figure supplement 1 A-C: higher firing rate for CNO conditions compared to control with 100 pA current input, paired sample t-test, t = −4.73, p=1×10^−4^; Resting membrane potentials of neurons are significantly higher in CNO conditions than in control (paired sample t-test, t = −8.52, p=2×10^−8^). In addition, we confirmed that systemic injection of 0.3 mg/kg CNO to mice infected with Camk2α::hM3Dq increased C-FOS expression 60 min later (Figure 8—figure supplement 1). Mice infected with Camk2α::hM3Dq/GFP were then trained for CTA 60 min after systemic injection of 0.3 mg/kg CNO and were tested 48 hr later. We found that while both groups of mice developed CTA reflected by significantly reduced saccharin consumption, hM3Dq-injected mice consumed more saccharin during the test then mice receiving the control GFP virus, but did not differ in their consumption of saccharin during training in comparison to GFP injected mice (Figure 8A) resulting in significantly stronger CTA (Figure 8B). These data show that increasing excitability during CTA training impairs CTA memory formation. Together with our previous data, this suggests that that *Stk11* and *Fos* expression play key roles in CTA long-term memory formation, by modulating the intrinsic excitability of BLApn.

**Figure 8.**
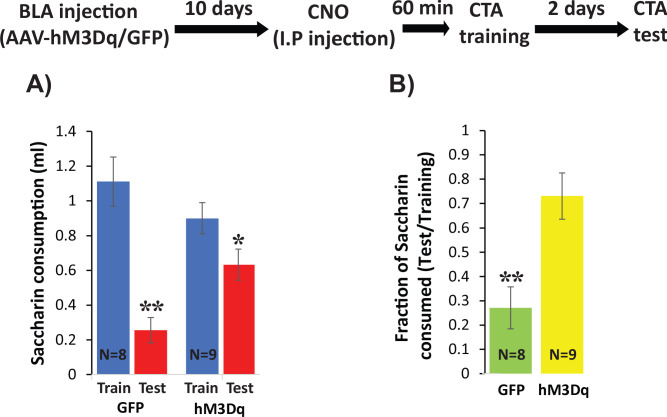
Increasing excitability using hM3Dq DREADD in BLApn during CTA training impairs CTA learning. *Stk11*^f/f^ mice were infected with Camk2α::hM3Dq or Camk2α::GFP control viruses 10 days before CTA training. Mice received systemic CNO (0.3 mg/kg) 60 min before training and were tested for CTA memory 48 hr later. (**A**) Control mice had greater reductions in saccharin consumption between testing and training sessions than hM3Dq mice. Mixed two-way ANOVA revealed a significant training effect and a significant interaction between training and treatment (training: F(1,16) = 32.6, p=3.2×10^−5^; treatment: F(1,16) = 0.63, p=0.44; interaction: F(1,16) = 8.97, p=0.009). This indicates that the effect of training depends on the treatment condition. Post hoc analysis revealed that although both GFP injected mice (N = 8) and hM3Dq injected mice (N = 9) developed CTA indicated by reduced saccharin consumption (GFP: p=0.001; hM3Dq: p=0.019), hM3Dq injected mice drank significantly more saccharin during the test then GFP mice (p=0.005). There was no significant difference in the consumption of saccharin during training (p=0.227). (**B**) The strength of CTA learning was expressed as the fraction of saccharin consumed between testing and training. GFP controls consumed only 22% during the test, relative to training, but hM3Dq mice consumed 72% and this difference was significant (t(15)=3.96; p=0.001). *p<0.05, **p<0.01. See also Figure 8—source datas 1–2 and Figure 8—figure supplement 1. Figure 8—source data 1.Saccharin consumption (ml) during CTA training and test.This data relates to Figure 8 panel A. Figure 8—source data 2.Fraction of saccharin consumed (Test/Training).This data relates to Figure 8 panel B.

**Figure 8—figure supplement 1.**
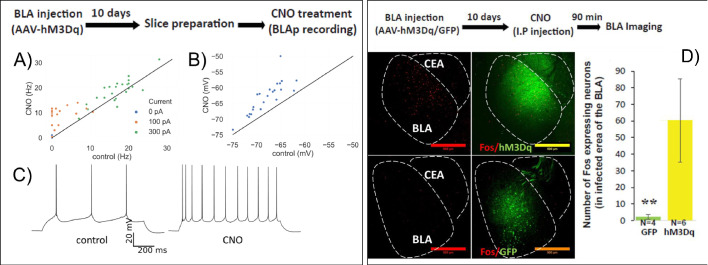
HM3Dq DREADD increases BLA activity. (**A–C**) Whole-cell patch clamp recordings from BLA neurons in acute brain slices following in vivo infection with AAV-CamKIIa::HM3Dq. Firing rate (**A**), example in **C**) in response to 1 s current steps and resting membrane potential (**B**) measured before (control) and 5 min after (CNO) bath application of 0.1 µM CNO. (**A**) A repeated measures ANOVA revealed a significant main effect of CNO application (F(1,27) = 22.9, p=5.4 E-5) and current (F(2,54) = 355.4, p=8.3×10^−32^) on firing rate, along with a statistically significant interaction (F(2,54) = 8.2, p=2.57×10^−11^). Post-hoc pairwise comparisons showed that firing rates of neurons were significantly higher during the CNO treatment compared to control in response to 100 pA (p=5×10^−7^) and 300 pA (p=0.012) input. (B) Resting membrane potentials of neurons are significantly higher than in control (paired sample t-test, t = −8.5, p=2×10^−8^). (**C**) Sample trace of spike trains in current clamp with 100 pA stimulation of the same neuron in CNO and control conditions. (**D**) BLA was infected with AAV-CamKIIa-HM3Dq or GFP as control. 10 days later mice were injected with CNO and C-FOS protein expression in the infected area in the BLA was measured 90 min later. Left. Representative images of C-FOS/HM3Dq and C-FOS/GFP. Right. CNO treatment increases C-FOS expression in the infected area in the BLA (N = 4/6; Mann–Whitney: Z = − 2.76; p=0.006). **p<0.01.

## Discussion

This study is the first to identify a role for Stk11, a master kinase at the top of the AMP-related kinase pathway, in long-term memory. Using CTA as a behavioral paradigm, we first established a causal requirement for transcription in BLApn during establishment of long-term memory, and went on to show that changes in *Stk11* and *Fos* transcription and translation accompany CTA learning. Cell-type-specific conditional knock-out of *Stk11* in BLApn revealed it to be necessary for CTA memory formation but not for retrieval, once memories were established. Slice recordings revealed that *Stk11* modulated the intrinsic excitability of these neurons and further investigations suggested the general importance of excitability changes for memory—deletion of the immediate early gene *Fos* in BLApn altered excitability similarly to *Stk11* deletion, and conversely activation of *Fos* during learning reduced excitability. Finally, a transient chemogenetic increase in BLApn excitability during CTA training also impaired CTA memory. This suggests a model in which *Stk11* and *Fos* expression plays important role in CTA long-term memory formation by modulating the intrinsic excitability of BLApn.

### BLA projection neurons undergo transcription important for CTA learning

It is well established that BLA neurons play a necessary role in CTA learning. Multiple studies confirm that activity in the BLA is required for memory formation and retrieval (Ferreira et al., 2005; Garcia-Delatorre et al., 2014; Molero-Chamizo and Rivera-Urbina, 2017). CTA also requires protein synthesis in the BLA (Josselyn et al., 2004), but whether new transcription is also required, and if so, the identities of the required transcripts and the cellular processes they promote were not previously known.

Here, we show that BLA projection neurons (BLApn) undergo transcriptional changes important for CTA memory. Inhibiting transcription during CTA training impairs memory tested 48 hr later. Using cell-type-specific RNA sequencing, we go beyond this simple insight to identify the transcripts that are altered in expression in BLApn four hours after pairing of the conditioned and unconditioned stimuli. For comparison, we also examined changes in transcript levels in pyramidal neurons and parvalbumin-positive interneurons in gustatory cortex. These profiling experiments provide a resource for future investigations of other molecules potentially involved in CTA in BLA and GC.

Perhaps the strongest case for new transcription in BLApn involved in learning can be made for the immediate early gene Fos. It is well known that Fos transcription and translation are activated in the forebrain by a variety of memory paradigms (Mayford and Reijmers, 2015), and more specifically by CTA in BLApn (Uematsu et al., 2015). The YFP-H neurons studied here include the majority of BLApn in the anterior portion of the nucleus (Feng et al., 2000; Sugino et al., 2006; Jasnow et al., 2013; McCullough et al., 2016) and the fact that many of these neurons express Fos protein (Figure 2—figure supplement 1) and project to GC (Figure 5A and Haley et al., 2016) supports the suggestion that they are among the population of BLApn transcriptionally activated by training and participating in the BLA-GC circuit implicated in learning by prior studies (Grossman et al., 2008). Since Fos transcript and protein are short-lived (Spiegel et al., 2014; Chowdhury and Caroni, 2018), the most parsimonious explanation is that training induces new transcription and translation, and that it is these effects that are disrupted by the Fos KO in BLApn (Figure 3).

The results of selectively knocking Fos out in BLApn clarify the results of earlier studies in which Fos was manipulated with infusion of antisense oligonucleotides (Lamprecht and Dudai, 1996; Yasoshima et al., 2006) or via global knockout (which had no effect on CTA; Yasoshima et al., 2006). Loss of memory has previously been attributed to inhibition of Fos in central amygdala (Lamprecht and Dudai, 1996), or in the amygdala as a whole along with the GC (Yasoshima et al., 2006). Our demonstration that knockout restricted to BLApn is sufficient to impair memory does not contradict these earlier studies, but suggests that these projection neurons may be a nexus or bottleneck vital for learning in the circuit.

There is still much to be learned about transcription of *Stk11* in CTA. This transcript is presumably less transient than that of immediate early genes, and may be regulated through a process with complex dynamics. This issue is brought into focus by the fact that, across the time points measured, the transcript in profiled cells was decreased, while in anatomically sub-dissected portions of BLA, STK11 protein was increased. Improved temporal and spatial mapping of transcript and protein levels may help clarify these differences.

Regardless, however, the finding that protein levels of STK11 increase are consistent with the fact that *Stk11* deletion before CTA training impairs CTA memory (Figure 4) and with the finding that Stk11 deletion increases BLApn intrinsic excitability (Figure 6), which is reduced after CTA training (Figure 7) and is needed for CTA memory (Figure 8). Opposing changes in STK11 protein and mRNA levels could reflect homeostatic control of this powerful signaling pathway. Translation-dependent feedback of some other proteins is known to reduce mRNA levels through nonsense-mediated decay (Giorgi et al., 2007; Paolantoni et al., 2018) or other forms of mRNA degradation (Lin et al., 2020; Shoshani and Cleveland, 2020). Complex feedback control involving changes in RNA export and stability has also been described for MAP kinase signaling (Sugiura et al., 2003; Prieto-Ruiz et al., 2020), but whether this type of regulation exists for *Stk11* and the AMP-related kinase pathway remains unknown. 

### Necessity of Stk11 implicates the AMP-related kinase pathway in learning

Prior studies of CTA and other forms of aversive learning in the BLA have implicated a number of kinases: including those in the cAMP-dependent protein kinase, protein kinase C, extracellular signal-regulated, and mitogen-activated protein kinase pathways (Johansen et al., 2011; Adaikkan and Rosenblum, 2012). Each of these also have well-established roles in other forms of forebrain learning and plasticity (Alberini, 2009). Here, we reveal the likely involvement of another kinase cascade, well studied in the contexts of cell growth, metabolism, cancer and polarity (Shackelford and Shaw, 2009) but hitherto unstudied in the context of learning and memory. That this pathway should have a role in learning is perhaps not shocking given the ubiquity of its previously demonstrated roles in 1) axonal development Barnes et al., 2007; Shelly et al., 2007; 2) synaptic remodeling during aging Samuel et al., 2014; 3) regulation of presynaptic neurotransmission Kwon et al., 2016; and perhaps most tellingly 4) regulation of glucose metabolism, feeding and obesity through actions in multiple tissues including hypothalamus (Xi et al., 2018; Fei-Wang et al., 2012; Claret et al., 2011). Given the involvement of hypothalamus in coding of taste palatability, and the connectivity between hypothalamus and gustatory cortex (Li et al., 2013), it is tempting to speculate that the role of Stk11 signaling pathways in feeding may be functionally related to its role in gustatory learning. Further studies will be needed to distinguish whether the involvement of Stk11 in memory is specific to forms of learning regulating consumption, and whether its role in CTA learning is confined to the basolateral amygdala.

STK11 is a master kinase that regulates the activity of 13 downstream AMP-related kinases with diverse roles (Lizcano et al., 2004). PRKAA1/2 (also known as AMPK) is crucial for metabolic regulation during altered levels of nutrients and intracellular energy. BRSK and MARK regulate cell polarity during development (Barnes et al., 2007; Shackelford and Shaw, 2009). We found that, while *Prkaa1/2* and several other downstream kinase transcripts have low levels of expression in BLApn, others, including *Mark2* and *3*, are expressed at higher levels (Figure 2—figure supplement 3). Furthermore, changes in *Mark2* and *Stk11* expression were correlated during CTA learning raising the possibility that both kinases in the pathway contribute to this novel signaling role in learning and memory.

Deletion of Stk11 prior to training profoundly impaired memory, but deletion two days after training—when memory formation and consolidation have already occurred (Alberini, 2009; Gal-Ben-Ari et al., 2012; Levitan et al., 2016b) —did not. This suggests that Stk11 expression in BLApn promotes memory formation, rather than memory maintenance or retrieval. It is clear that Stk11 deletion left much of the machinery of taste processing and learning intact, however. Activation of Fos by training in the BLA was not impaired after Stk11 deletion, implying that at least the initial stages of transcriptional activation associated with learning are intact. Also left intact was the ability of the BLA to convey palatability information to the GC. Prior studies have shown that silencing of BLA neurons (Piette et al., 2012) impair palatability coding during the late phase of GC gustatory responses. We found that these responses were still present in GC following knockout, implying that this critical function of the BLA for CTA learning remained intact.

### Intrinsic excitability of BLApn as a candidate mechanism for Fos and Stk11’s effects on CTA memory

Learning paradigms that support synaptic plasticity also frequently induce changes in neuronal excitability, and such plasticity of intrinsic excitability has long been known to accompany classical conditioning in the neocortex, olfactory cortex, hippocampus, amygdala and cerebellum (for reviews see Zhang and Linden, 2003; Frick and Johnston, 2005; Mozzachiodi and Byrne, 2010; Titley et al., 2017; Debanne et al., 2019).

Although we cannot rule out the possibility that *Stk11* or *Fos* expression in BLApn promotes other forms of plasticity (such as changes in synaptic strength as was suggested in Yassin et al., 2010) for *Fos* expression in neurons), our work provide evidence that in BLApn both genes promote changes in intrinsic excitability important for CTA memory. Two genetic manipulations of BLApn that impair learning (deletion of *Stk11* and *Fos*) also increase intrinsic excitability, whereas BLApn involved in normal conditioning appear to undergo the opposite change. Moreover, transiently increasing BLApn intrinsic excitability during training impaired CTA memory, suggesting a model in which *Stk11* and *Fos* promote changes in BLApn intrinsic excitability necessary for CTA memory. This suggests an important role in learning for changes in excitability, and begs the question of mechanism. Although there are likely several such mechanisms, the increase in excitability partly reflects an increase in the resting input resistance and a corresponding decrease in the threshold current needed to evoke firing. It is worth noting that most prior studies of intrinsic plasticity have reported increases in excitability with learning in various brain regions and different animal models (Zhang and Linden, 2003; Mozzachiodi and Byrne, 2010; Yiu et al., 2014; Whitaker et al., 2017; Chandra and Barkai, 2018; Pignatelli et al., 2019). Our results are not without precedent, however; and are similar in polarity to those found in BLApn following olfactory fear conditioning, another form of negative reinforcement learning (Motanis et al., 2014). Decreased excitability of Fos-activated neurons was also found using an earlier reporter of Fos promoter activation (Yassin et al., 2010).

Although both *Stk11* and *Fos* expression influence BLApn intrinsic excitability, several observations argue this reflects convergence of two at least partially separate signaling pathways in the BLApn neurons. First, deletion of *Stk11* did not block the ability of training to elicit C-FOS expression, and deletion of *Fos* did not block STK11 expression. Additionally, *Stk11* deletion in BLApn had a stronger effect on CTA memory and on intrinsic excitability then deletion of *Fos*. However, our data do not exclude the possibility for synergy between the STK11 and C-FOS signaling pathways. Each signaling pathway could influence excitability by modulating different ion-channels. Alternatively, both signaling pathways may converge on the same ion-channels but influence complementary processes such as expression (Kourrich, 2005), post-translational modification (Vernon and Irvine, 2016) or trafficking (Steele et al., 2007). If future studies identify the specific ion channels targeted by STK11 and C-FOS related signaling, these questions of synergy and convergence can be more precisely addressed. Our data do not exclude the possibility that the neurons expressing *Fos* represent a sub-population BLApn expressing *Stk11*. Future studies will be aimed to determine with a much finer resolution the distribution of these genes among the population of BLApn.

In conclusion, our data suggest the following model of CTA (Figure 9). Training induces the activation of STK11 and C-FOS by increasing their protein levels in BLApn. STK11 activation results in downstream activation (through phosphorylation) of AMP-related kinases, most likely MARK2/3, BRSK2, SIK3, which are abundant in BLApn. C-FOS, an activity dependent transcription factor, induces the transcription of effector genes such as *Nptx2* which is increased following CTA training. NPTX2 may modulate intrinsic excitability through its ability to bind ion-channels (Duzhyy et al., 2005; Chang et al., 2010). The two pathways jointly reduce the intrinsic excitability of BLApn, which plays a key role in gating the formation of CTA memory.

**Figure 9.**
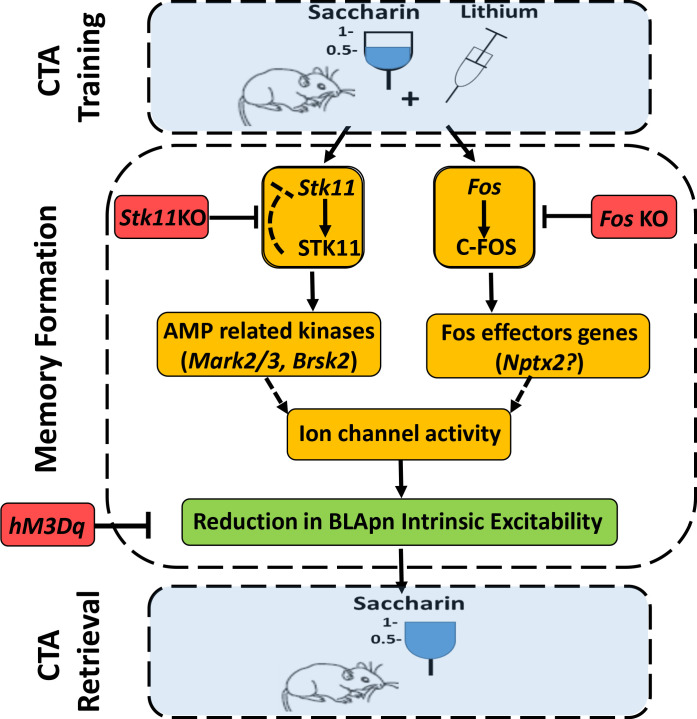
An integrated model for the formation of CTA memory. CTA training mice associate consumption of palatable saccharin with gastric malaise (induced by systemic injection of lithium chloride). Memory formation: CTA training increases the activity STK11 and C-FOS in BLA projection neurons (BLApn) via initially separate signaling pathways. CTA increases STK11 protein but reduces its mRNA, possibly through feedback control. STK11 activation results in downstream phosphorylation and activation of AMP related kinases, likely including Mark2/3, Brsk2, and Sik3, which are abundant in BLApn. C-FOS, an activity dependent transcription factor, induces the transcription of effector genes such as *Nptx2* which increases following CTA training and is known to bind not only ligand-gated receptors, but also voltage-gated ion channels. The two pathways reduce BLApn intrinsic excitability through unknown mechanism(s). CTA retrieval: Reduced BLApn intrinsic excitability plays a key role in CTA memory formation, reducing saccharin consumption in test trials. Blue-behavioral level, Orange-molecular level, Green-cellular level, Red-conditions impairing memory. Dashed line arrows are hypothesized connections.

## Materials and methods

### Subjects

Male and Female mice (total of 209 animals) were used for behavior at age 60–80 days, or for electrophysiology at 25–35 days. Strains: wild-type; WT (C57BL/6J), YFP-H (B6.Cg-Tg(Thy1-YFP)HJrs/J), *Stk11*^f/f^ (B6(Cg)-Stk11tm1.1Sjm/J, Lkb1fl), *Fos*^f/f^ (B6;129-Fostm1Mxu/Mmjax), *Fos-tTA* (B6.Cg-Tg(Fos-tTA,Fos-EGFP*)1Mmay/J) all purchased from Jackson Laboratories (Bar Harbor, ME). Mice were placed on a 12 hr light-dark cycle, and given ad libitum access to food and water except during training, at which time water access was restricted, while food remained available ad libitum (note that animals reliably consume less food when thirsty). All procedures were approved by the Brandeis University Institutional Animal Care and Use Committee (IACUC, Protocol #20002) in accordance with NIH guidelines.

### Surgery

#### BLA cannulation for RNA synthesis inhibition experiments

WT Mice were anesthetized via ip injections of 100 µg ketamine, 12.5 µg xylazine, 2.5 µg acepromazine per gram (KXA). Guide cannulae (23-gauge, 10 mm length) were implanted above the BLA (mm from bregma, AP = −1.4, DV = 4.2, ML=±3.4; Allen Institute for Brain Science, 2019) and stabilized using Vetbond and dental acrylic. Stainless steel stylets (30-gage, 10 mm) were inserted into the guide cannula to ensure patency. Mice received postsurgical metacam (5 µg/g), penicillin (1500 Units/g) and saline (5% bodyweight) per day for three days and recovered a total of 7 days prior to training. Twenty minutes prior to CTA training, mice were infused with either 50 ng of actinomycin-D or vehicle control (PBS) bilaterally (in 1 μl over 2 min) via infusion cannulae extending 0.5 mm below the guide cannulae to reach the BLA. Each cannula was connected to a 10 μl Hamilton syringe on a syringe pump (Harvard Apparatus, MA, USA).

#### BLA viral infection

*Stk11*^f/f^, *Fos*^f/f^ and *Fos-tTA* mice were anesthetized with KXA. The skull was exposed, cleaned, and bilateral craniotomies were made at stereotactic coordinates (AP = −1.4, ML=±3.4). BLA were injected bilaterally with AAV2/5-*Camk2α*::Cre-GFP or AAV2/5-*Camk2α*::GFP (UNC, vector core) for *Stk11*^f/f^ and *Fos*^f/f^ mice, *Camk2α*::hM3Dq-mCherry or AAV2/5-Camk2α::GFP (UNC, vector core) for Stk11^f/f^ mice and AAV2/5-TRE::mCherry for Fos-tTa mice, 10 days prior to CTA training using sterile glass micropipettes (10–20 µm diameter) attached to a partially automated microinjection device (Nanoject III Microinjector, Drummond Scientific). The micropipettes were lowered to 4.3 mm and 4.6 mm from the dura to reach the BLA. At each depth, virus (200 nl) was delivered via 10 pulses of 20 delivered every 10 s, with 10 min between each injection. Postsurgical treatment and recovery were as above.

#### Conditioned taste aversion (CTA)

Mice were housed individually with free access to food and maintained on a 23.0 hr water deprivation schedule for the duration of training and experimentation. Three days prior to CTA training, water bottles were removed from the cages and water was given twice a day (10 am and six pm) for a duration of 30 min. On the day of CTA mice were given 30 min to consume 0.5% saccharin, which was followed by intraperitoneal (I.P) injection of lithium-chloride (0.15M, 2% of body weight, unless indicated differently) 30 min later. Taste control groups received I.P injection of saline (0.9% sodium chloride) instead of lithium and lithium control group received lithium injection alone 24 hr following Saccharin consumption. CTA testing: Mice were kept on watering schedule twice a day and 48 hr after CTA training mice received CTA testing which consisted of 30 min consumption of 0.5% saccharin. 8 hr following testing mice were given 30 min water consumption.

#### Seizure induction

*Fos*^f/f^ mice were housed individually with free access to water and food and received BLA viral infection with Cre and control viruses as described above. After 10 days, mice were injected I.P. with 20 mg/kg kainic acid in PBS. Four hours after injection, mice were perfused for Fos immunohistochemistry.

#### CNO treatment

CNO (sigma) was diluted in saline to 1 mg/ml. CNO was systemically injected at a dose of 0.3 mg/kg 1 hr prior to CTA training. We chose this dose as we notice that higher concentration (2 mg/kg) causes seizures as was reported (Alexander et al., 2009) and reduction of saccharin consumption. A dose of 0.3 mg/kg did not cause any effect on basal drinking behavior and could strongly activate infected neurons (Figure 8—figure supplement 1), as reported previously by Alexsander et al.

#### Immunohistochemistry

Mice were deeply anesthetized with an overdose of KXA and perfused transcardially with phosphate buffered solution (PBS) followed by 4% paraformaldehyde (PFA). Brains were post-fixed in PFA for 1–2 day, and coronal brain slices (60 µm) containing the BLA (−1 mm to −2.5 mm anterior-poterior axis) were sectioned on a vibratome. Slices were rinsed with PBS and incubated in a blocking solution (PBS/.3%TritionX-100/5% Bovine serum albumin) for 12–24 hr at 4°C. Blocking solution was removed and replaced with the primary antibody solution which consists of 1:100 C-FOS polyclonal rabbit IgG (SC-52G; Santa Cruz Biotechnology) for 24 hr at 4°C. After incubation, slices were rinsed using a PBS/.3% Triton X-100 solution followed by the secondary antibody incubation of 1:500 C-FOS Alexa Flour 546 Goat-Anti-Rabbit IgG (H+L) (Life Technologies) and 5% natural goat serum for 12–24 hr at 4°C. Sections were then rinsed 5–6 times over 90 min (1XPBS/.3% Triton X-100), counterstained with DAPI, mounted with antifade mounting medium (Vectashield), and viewed by confocal fluorescence microscopy (Leica Sp5 Spectral confocal microscope/Resonant Scanner). Imaging and quantification were performed blind to experimental group.

#### C-FOS quantification and analysis

To minimize systematic bias, C-FOS counts were performed blind and semi-automatically, using FiJi (University of Wisconsin-Madison; Schindelin et al., 2012). Eight-bit images were binarized and particles smaller than 10 µm^2^ were rejected. Each cell count was from a separate animal and was the average of counts from six sections through the anterior, middle and posterior regions of the BLA of both hemispheres.

#### RNA sequencing experiment

RNA sequencing was performed on YFP^+^ BLApn harvested from male YFP-H mouse line (Feng et al., 2000; Sugino et al., 2006; Jasnow et al., 2013; McCullough et al., 2016) which expresses YFP under the Thy1 promoter in the majority of excitatory projection neurons located in the anterior part of the nucleus. The mice underwent CTA training or taste-only controls (n = 4/group) and 4 hr following training were subjected to manual cell-sorting, performed as previously described (Sugino et al., 2006; Hempel et al., 2007; Shima et al., 2016) by dissociating 150–200 fluorescently labeled neurons in 300-µm-thick brain slices and manually purifying them through multiple transfer dishes with the aid of a pipette viewed under a fluorescence dissection microscope. Total RNA was extracted from sorted cells using Pico-pure RNA isolation kit (Thermo fisher). Amplified cDNA libraries are prepared from isolated, fragmented RNA using the NuGen Ovation RNAseq V.2 kit (NuGEN, San Carlos, CA) and followed by purification using the Beckman coulter Genomic’s Agencourt RNA Clean XP kit and Zymo DNA Clean and Concentrator. Sequencing adaptors are ligated per Illumina protocols and 50 bp single-ended reads are obtained from Illumina Hi-Seq machine. Libraries sequenced usually results in 25–30 million unique reads using eightfold multiplexing.

#### Analysis

Reads are trimmed and then aligned to the mouse genome using TopHat (Trapnell et al., 2012). Sam files are converted to binary format using Samtools and visualized at the sequence level using IGV. Script written in python and R statistical package are used to convert unique reads to gene expression values and to filter genes by relative expression and statistical significance. Sequencing data was uploaded to GEO (accession number: GSE138522).

#### qPCR validation

The brains of a separate group of YFP-H mice receiving CTA (taste+lithium, N = 4) or taste control (taste+saline, N = 4) were harvested 4 hr following the end of the training and subjected to fax sorting. RNA was extracted using pico-pure kit and reverse transcribed to cDNA using iScript cDNA synthesis kit. qPCR was performed on Rotor-Gene qPCR machine using PCR master mix and transcript-specific sets of primers for *Fos*, *Stk11* as target genes and Snap47 as loading control.

#### Acute slice electrophysiology

Ten days after virus injection, acute brain slices were prepared from P28-35 mice. Animals were deeply anesthetized with KXA and transcardially perfused with ice-cold oxygenated cutting solution containing (in mM): 10 N-methyl-D-glucamine (NMDG), 3 KCl, 1 NaH2PO4, 25 NaHCO3, 20 HEPES, 2 Thiourea, 3 Sodium Pyruvate, 12 N-acetyl-L-cysteine, 6 MgCl2, 0.5 CaCl2, 5 Sodium Ascorbate, 10 Glucose (pH: 7.25–7.4, adjusted using HCl). 300 µm coronal slices containing the BLA were cut on a vibratome (Leica), and then recovered for 15 min at 33°C and for 15 min at room temperature in oxygenated recovery solution containing (in mM): 74 NaCl, 3 KCl, 1 NaH_2_PO_4_, 25 NaHCO_3_, 6 MgCl_2_, 0.5 CaCl_2_, 5 Sodium Ascorbate, 75 Sucrose, 10 Glucose, followed by at least another 1 hr at room temperature in oxygenated ACSF containing (in mM): 126 NaCl, 3 KCl, 1 NaH_2_PO_4_, 25 NaHCO_3_, 2 MgCl_2_, 2 CaCl_2_, 10 Glucose. During recordings, slices were perfused with oxygenated 34–35°C ASCF. Target neurons in BLA were identified based on the presence of viral GFP reporter. ACSF included 35 µM d,l-2-amino-5-phosphonovaleric acid (APV) and 20 µM 6,7-dinitroquinoxaline-2,3-dione (DNQX) to block ionotropic glutamate receptors, and 50 µM picrotoxin to block ionotropic GABA receptors. Whole-cell recording pipettes (6–8 MΩ) were filled with internal solution containing (in mM): 100 K-gluconate, 20 KCl, 10 HEPES, 4 Mg-ATP, 0.3 Na-GTP, 10 Na-phosphocreatine, and 0.1% biocytin. Recordings were amplified (Multiclamp 700B, Molecular Devices) and digitized at 10 kHz using a National Instruments Board under control of IGOR Pro (WaveMetrics). Resting membrane potentials were adjusted to −70 mV and steady state series resistance was compensated. Series resistance and input resistance were calculated using −5 mV (voltage clamp) or 25 pA (current clamp) seal tests before each trial of recording. Measurements of input resistance in Fos reporter labeled neurons (Figure 7) were measured in voltage clamp, all other recordings were performed in current clamp. The calculated liquid junction potential (−10 mV) was compensated post hoc. Neurons with high series resistance (>30 MΩ current clamp) or membrane potentials that changed by >10 mV were excluded. Hyperpolarization activated sag was measured from responses to −100 pA current steps. Action potential (AP) threshold, amplitude, afterhyperpolarization (AHP) and full width at half-height were averaged from the 5th-10th APs in trials with 10 to 20 Hz firing rates. AP threshold is the membrane potential at which the slope first exceeds 10 V/s, and AP amplitude was measured relative to threshold. Sag ratio is defined as the fraction by which the membrane potential depolarized at steady-state from its maximum hyperpolarization during a −100 pA current step. Medium AHP was measured as the peak hyperpolarization after the APs mentioned above relative to threshold. The slow AHP was measured from the peak hyperpolarization following positive current steps generating 10–20 Hz firing.

### In vivo recording of GC taste responses

#### Surgery

*Stk11*^f/f^ mice were anesthetized and prepared for stereotaxic surgery and viral infection as above. Each mouse was also implanted bilaterally with multi-channel electrode bundles (16 formvar-coated, 25 µm diameter nichrome wires) in GC (Distance from Bregma: AP=+1.2 mm; ML = ± 3 mm; DV of −2.25 mm from the *pia mater*) and a single intraoral cannula (IOC; flexible plastic tubing) was inserted into the cheek to allow controlled delivery of taste stimuli. 24 hr before recording sessions began electrode bundles were then further lowered by 0.75–1.00 mm to reach ventral GC (see Figure 5A).

#### IOC fluid delivery protocol

Experiments began with three days of habituation to the recording setup and to receiving liquid through the IOC. Sixty 15 µl aliquots (hereafter, ‘trials’) of water were delivered across 30 min. To ensure adequate hydration, mice were given two 30 min period of access to additional water.

On the following day, recording commenced and water trials were replaced with four different taste stimuli: sweet (0.2 M sucrose), salty (0.1 M sodium chloride), sour (0.02 M citric acid), and bitter (0.001 M quinine). A total of 15 trials were delivered for each taste in random order. These tastes and concentrations were chosen because they provided a broad range of hedonic values for palatability assessment. Fluid delivery through a nitrogen-pressurized system of polyethylene tubes was controlled by solenoid valves via a Raspberry Pi computer (construction details and code available on request from [https://github.com/narendramukherjee/blech_clust] Mukherjee et al., 2020; copy archived at https://github.com/elifesciences-publications/blech_clust]).

#### Taste palatability coding

To determine whether a neuron displays palatability activity, we performed a moving window analysis (window size: 250 ms; step size: 25 ms) to trace the dynamics of taste processing in GC. For each time window, we calculated a Spearman product-moment correlation between the ranked firing rates to each taste and the palatability rankings obtained previously in separate experiments (Levitan et al., 2019).

### Research resource identifiers (RRIDs)

#### Software

TopHat, RRID:SCR_013035;
Samtools, RRID:SCR_002105; IGV, RRID:SCR_011793; IGOR Pro, RRID:SCR_000325; Fiji, RRID:SCR_002285.

#### Antibodies

FOS-Santa Cruz Biotechnology Cat# sc-52, RRID:AB_2106783.
FOS- Santa Cruz Biotechnology Cat# sc-166940, RRID:AB_10609634.
STK11-Millipore Cat# 09–495, RRID:AB_10807178;
STK11-Sigma-Aldrich Cat# SAB4502888 RRID:AB_10746328
Alexa Fluor 647 Goat Anti-Rabbit IgG (H+L)- Thermo Fisher Scientific Cat# A-21245, RRID:AB_2535813.

#### Viruses

AAV-CaMKIIa-GFP-Cre; AAV-CaMKIIa-EYFP and AAV-CamkIIa-hM3Dq-mCherry, (AAV5)-UNC Joint Vector Laboratories, RRID:SCR_002448.

#### Mice strains

Wild type-RRID:IMSR_JAX:000664; YFP-H (B6.Cg-Tg(Thy1-YFP)HJrs/J)- RRID:IMSR_JAX:003782;
*Stk11*^f/f^ (B6(Cg)-Stk11tm1.1Sjm/J, Lkb1fl)- RRID:IMSR_JAX:014143.
*Fos*^f/f^ (B6;129-Fostm1Mxu/Mmjax)- RRID:MMRRC_037115-JAX.
*Fos-tTA* (B6.Cg-Tg(Fos-tTA,Fos-EGFP*)1Mmay/J)- RRID:IMSR_JAX:018306.

### Statistical analysis

The results are expressed as means ± s.e.m unless otherwise stated. All effects were evaluated using either paired t-test or one- or two-way ANOVA test with post hoc t-tests corrected (Bonferroni) for all possible pair-wise comparisons. Two-way mixed ANOVAs were performed using a mixture of between-subjects and repeated-measures factors depending on the design (e.g. repeated measures for multiple current injections to the same neurons in Figures 6 and 7). No power analysis was performed and numbers of replicates performed were the minimum needed to demonstrate reproducibility, consistent with practices in similar published studies.

## Data Availability

Sequencing data was uploaded to GEO (accession number: GSE138522). The following dataset was generated: LevitanDNelsonSB2019Cell type-specific RNA-seq to profile transcriptional changes in sorted BLA projection neurons during conditioned taste aversion learningNCBI Gene Expression OmnibusGSE138522

## Additional files

Transparent reporting form

## References

[bib1] Adaikkan C, Rosenblum K (2012). The role of protein phosphorylation in the gustatory cortex and amygdala during taste learning. Experimental Neurobiology.

[bib2] Alberini CM (2009). Transcription factors in long-term memory and synaptic plasticity. Physiological Reviews.

[bib3] Alessi DR, Sakamoto K, Bayascas JR (2006). LKB1-dependent signaling pathways. Annual Review of Biochemistry.

[bib4] Alexander GM, Rogan SC, Abbas AI, Armbruster BN, Pei Y, Allen JA, Nonneman RJ, Hartmann J, Moy SS, Nicolelis MA, McNamara JO, Roth BL (2009). Remote control of neuronal activity in transgenic mice expressing evolved G protein-coupled receptors. Neuron.

[bib5] Allen Institute for Brain Science (2019). Allen mouse brain atlas.

[bib6] Bardeesy N, Sinha M, Hezel AF, Signoretti S, Hathaway NA, Sharpless NE, Loda M, Carrasco DR, DePinho RA (2002). Loss of the Lkb1 tumour suppressor provokes intestinal polyposis but resistance to transformation. Nature.

[bib7] Barnes AP, Lilley BN, Pan YA, Plummer LJ, Powell AW, Raines AN, Sanes JR, Polleux F (2007). LKB1 and SAD kinases define a pathway required for the polarization of cortical neurons. Cell.

[bib8] Bures J, Bermúdez-Rattoni F, Yamamoto T (1998). Conditioned Taste Aversion: Memory of a Special Kind.

[bib9] Carleton A, Accolla R, Simon SA (2010). Coding in the mammalian gustatory system. Trends in Neurosciences.

[bib10] Chandra N, Barkai E (2018). A non-synaptic mechanism of complex learning: modulation of intrinsic neuronal excitability. Neurobiology of Learning and Memory.

[bib11] Chang MC, Park JM, Pelkey KA, Grabenstatter HL, Xu D, Linden DJ, Sutula TP, McBain CJ, Worley PF (2010). Narp regulates homeostatic scaling of excitatory synapses on parvalbumin-expressing interneurons. Nature Neuroscience.

[bib12] Chowdhury A, Caroni P (2018). Time units for learning involving maintenance of system-wide cFos expression in neuronal assemblies. Nature Communications.

[bib13] Claret M, Smith MA, Knauf C, Al-Qassab H, Woods A, Heslegrave A, Piipari K, Emmanuel JJ, Colom A, Valet P, Cani PD, Begum G, White A, Mucket P, Peters M, Mizuno K, Batterham RL, Giese KP, Ashworth A, Burcelin R, Ashford ML, Carling D, Withers DJ (2011). Deletion of Lkb1 in pro-opiomelanocortin neurons impairs peripheral glucose homeostasis in mice. Diabetes.

[bib14] Courchet J, Lewis TL, Lee S, Courchet V, Liou DY, Aizawa S, Polleux F (2013). Terminal axon branching is regulated by the LKB1-NUAK1 kinase pathway via presynaptic mitochondrial capture. Cell.

[bib15] Debanne D, Inglebert Y, Russier M (2019). Plasticity of intrinsic neuronal excitability. Current Opinion in Neurobiology.

[bib16] Duvarci S, Pare D (2014). Amygdala microcircuits controlling learned fear. Neuron.

[bib17] Duzhyy D, Harvey M, Sokolowski B (2005). A secretory-type protein, containing a pentraxin domain, interacts with an A-type K+ channel. The Journal of Biological Chemistry.

[bib18] Fei-Wang, Tian DR, Tso P, Han JS (2012). Diet-induced obese rats exhibit impaired LKB1-AMPK signaling in hypothalamus and adipose tissue. Peptides.

[bib19] Feng G, Mellor RH, Bernstein M, Keller-Peck C, Nguyen QT, Wallace M, Nerbonne JM, Lichtman JW, Sanes JR (2000). Imaging neuronal subsets in transgenic mice expressing multiple spectral variants of GFP. Neuron.

[bib20] Ferreira G, Miranda MI, De la Cruz V, Rodríguez-Ortiz CJ, Bermúdez-Rattoni F (2005). Basolateral amygdala glutamatergic activation enhances taste aversion through NMDA receptor activation in the insular cortex. European Journal of Neuroscience.

[bib21] Frick A, Johnston D (2005). Plasticity of dendritic excitability. Journal of Neurobiology.

[bib22] Gal-Ben-Ari S, Kenney JW, Ounalla-Saad H, Taha E, David O, Levitan D, Gildish I, Panja D, Pai B, Wibrand K, Simpson TI, Proud CG, Bramham CR, Armstrong JD, Rosenblum K (2012). Consolidation and translation regulation. Learning & Memory.

[bib23] Garcia-Delatorre P, Pérez-Sánchez C, Guzmán-Ramos K, Bermúdez-Rattoni F (2014). Role of glutamate receptors of central and basolateral amygdala nuclei on retrieval and reconsolidation of taste aversive memory. Neurobiology of Learning and Memory.

[bib24] Giorgi C, Yeo GW, Stone ME, Katz DB, Burge C, Turrigiano G, Moore MJ (2007). The EJC factor eIF4AIII modulates synaptic strength and neuronal protein expression. Cell.

[bib25] Grossman SE, Fontanini A, Wieskopf JS, Katz DB (2008). Learning-related plasticity of temporal coding in simultaneously recorded amygdala-cortical ensembles. Journal of Neuroscience.

[bib26] Gurumurthy S, Xie SZ, Alagesan B, Kim J, Yusuf RZ, Saez B, Tzatsos A, Ozsolak F, Milos P, Ferrari F, Park PJ, Shirihai OS, Scadden DT, Bardeesy N (2010). The Lkb1 metabolic sensor maintains haematopoietic stem cell survival. Nature.

[bib27] Haley MS, Fontanini A, Maffei A (2016). Laminar- and Target-Specific amygdalar inputs in Rat primary gustatory cortex. The Journal of Neuroscience.

[bib28] Hempel CM, Sugino K, Nelson SB (2007). A manual method for the purification of fluorescently labeled neurons from the mammalian brain. Nature Protocols.

[bib29] Inberg S, Jacob E, Elkobi A, Edry E, Rappaport A, Simpson TI, Armstrong JD, Shomron N, Pasmanik-Chor M, Rosenblum K (2016). Fluid consumption and taste novelty determines transcription temporal dynamics in the gustatory cortex. Molecular Brain.

[bib30] Jasnow AM, Ehrlich DE, Choi DC, Dabrowska J, Bowers ME, McCullough KM, Rainnie DG, Ressler KJ (2013). Thy1-expressing neurons in the basolateral amygdala may mediate fear inhibition. Journal of Neuroscience.

[bib31] Johansen JP, Cain CK, Ostroff LE, LeDoux JE (2011). Molecular mechanisms of fear learning and memory. Cell.

[bib32] Josselyn SA, Kida S, Silva AJ (2004). Inducible repression of CREB function disrupts amygdala-dependent memory. Neurobiology of Learning and Memory.

[bib33] Kandel ER (2001). The molecular biology of memory storage: a dialogue between genes and synapses. Science.

[bib34] Katz DB, Simon SA, Nicolelis MA (2001). Dynamic and multimodal responses of gustatory cortical neurons in awake rats. The Journal of Neuroscience.

[bib35] Kim J, Pignatelli M, Xu S, Itohara S, Tonegawa S (2016). Antagonistic negative and positive neurons of the basolateral amygdala. Nature Neuroscience.

[bib36] Kourrich S (2005). Transient hippocampal down-regulation of Kv1.1 subunit mRNA during associative learning in rats. Learning & Memory.

[bib37] Kwon SK, Sando R, Lewis TL, Hirabayashi Y, Maximov A, Polleux F (2016). LKB1 regulates Mitochondria-Dependent presynaptic calcium clearance and neurotransmitter release properties at excitatory synapses along cortical axons. PLOS Biology.

[bib38] Lamprecht R, Dudai Y (1996). Transient expression of c-Fos in rat amygdala during training is required for encoding conditioned taste aversion memory. Learning & Memory.

[bib39] Levitan D, Gal-Ben-Ari S, Heise C, Rosenberg T, Elkobi A, Inberg S, Sala C, Rosenblum K (2016a). The differential role of cortical protein synthesis in taste memory formation and persistence. Npj Science of Learning.

[bib40] Levitan D, Fortis-Santiago Y, Figueroa JA, Reid EE, Yoshida T, Barry NC, Russo A, Katz DB (2016b). Memory retrieval has a dynamic influence on the maintenance mechanisms that are sensitive to ζ-Inhibitory peptide (ZIP). Journal of Neuroscience.

[bib41] Levitan D, Lin JY, Wachutka J, Mukherjee N, Nelson SB, Katz DB (2019). Single and population coding of taste in the gustatory cortex of awake mice. Journal of Neurophysiology.

[bib42] Li JX, Yoshida T, Monk KJ, Katz DB (2013). Lateral hypothalamus contains two types of palatability-related taste responses with distinct dynamics. The Journal of Neuroscience.

[bib43] Li WG, Liu MG, Deng S, Liu YM, Shang L, Ding J, Hsu TT, Jiang Q, Li Y, Li F, Zhu MX, Xu TL (2016). ASIC1a regulates insular long-term depression and is required for the extinction of conditioned taste aversion. Nature Communications.

[bib44] Lin JY, Arthurs J, Reilly S (2018). The effects of amygdala and cortical inactivation on taste neophobia. Neurobiology of Learning and Memory.

[bib45] Lin Z, Gasic I, Chandrasekaran V, Peters N, Shao S, Mitchison TJ, Hegde RS (2020). TTC5 mediates autoregulation of tubulin via mRNA degradation. Science.

[bib46] Lin JY, Reilly S (2012). Amygdala-gustatory insular cortex connections and taste neophobia. Behavioural Brain Research.

[bib47] Lizcano JM, Göransson O, Toth R, Deak M, Morrice NA, Boudeau J, Hawley SA, Udd L, Mäkelä TP, Hardie DG, Alessi DR (2004). LKB1 is a master kinase that activates 13 kinases of the AMPK subfamily, including MARK/PAR-1. The EMBO Journal.

[bib48] Maffei A, Haley M, Fontanini A (2012). Neural processing of gustatory information in insular circuits. Current Opinion in Neurobiology.

[bib49] Malik AN, Vierbuchen T, Hemberg M, Rubin AA, Ling E, Couch CH, Stroud H, Spiegel I, Farh KK-H, Harmin DA, Greenberg ME (2014). Genome-wide identification and characterization of functional neuronal activity–dependent enhancers. Nature Neuroscience.

[bib50] Matthies H (1989). In search of cellular mechanisms of memory. Progress in Neurobiology.

[bib51] Mayford M, Reijmers L (2015). Exploring memory representations with Activity-Based genetics. Cold Spring Harbor Perspectives in Biology.

[bib52] McCullough KM, Choi D, Guo J, Zimmerman K, Walton J, Rainnie DG, Ressler KJ (2016). Molecular characterization of Thy1 expressing fear-inhibiting neurons within the basolateral amygdala. Nature Communications.

[bib53] Molero-Chamizo A, Rivera-Urbina GN (2017). Effects of lesions in different nuclei of the amygdala on conditioned taste aversion. Experimental Brain Research.

[bib54] Motanis H, Maroun M, Barkai E (2014). Learning-induced bidirectional plasticity of intrinsic neuronal excitability reflects the valence of the outcome. Cerebral Cortex.

[bib55] Mozzachiodi R, Byrne JH (2010). More than synaptic plasticity: role of nonsynaptic plasticity in learning and memory. Trends in Neurosciences.

[bib56] Mukherjee N, Lin JY, Stone B (2020). GitHub.

[bib57] Nakada D, Saunders TL, Morrison SJ (2010). Lkb1 regulates cell cycle and energy metabolism in haematopoietic stem cells. Nature.

[bib58] Neseliler S, Narayanan D, Fortis-Santiago Y, Katz DB, Birren SJ (2011). Genetically induced cholinergic hyper-innervation enhances taste learning. Frontiers in Systems Neuroscience.

[bib59] Paolantoni C, Ricciardi S, De Paolis V, Okenwa C, Catalanotto C, Ciotti MT, Cattaneo A, Cogoni C, Giorgi C (2018). Arc 3′ UTR Splicing Leads to Dual and Antagonistic Effects in Fine-Tuning Arc Expression Upon BDNF Signaling. Frontiers in Molecular Neuroscience.

[bib60] Piette CE, Baez-Santiago MA, Reid EE, Katz DB, Moran A (2012). Inactivation of basolateral amygdala specifically eliminates palatability-related information in cortical sensory responses. Journal of Neuroscience.

[bib61] Pignatelli M, Ryan TJ, Roy DS, Lovett C, Smith LM, Muralidhar S, Tonegawa S (2019). Engram cell excitability state determines the efficacy of memory retrieval. Neuron.

[bib62] Prieto-Ruiz F, Vicente-Soler J, Franco A, Gómez-Gil E, Sánchez-Marinas M, Vázquez-Marín B, Aligué R, Madrid M, Moreno S, Soto T, Cansado J (2020). RNA-Binding protein Rnc1 regulates cell length at division and acute stress response in fission yeast through negative feedback modulation of the Stress-Activated Mitogen-Activated protein kinase pathway. mBio.

[bib63] Rappaport AN, Jacob E, Sharma V, Inberg S, Elkobi A, Ounallah-Saad H, Pasmanik-Chor M, Edry E, Rosenblum K (2015). Expression of quinone Reductase-2 in the cortex is a muscarinic acetylcholine Receptor-Dependent memory consolidation constraint. The Journal of Neuroscience.

[bib64] Reijmers LG, Perkins BL, Matsuo N, Mayford M (2007). Localization of a stable neural correlate of associative memory. Science.

[bib65] Ryan TJ, Roy DS, Pignatelli M, Arons A, Tonegawa S (2015). Memory Engram cells retain memory under retrograde amnesia. Science.

[bib66] Sadacca BF, Rothwax JT, Katz DB (2012). Sodium concentration coding gives way to evaluative coding in cortex and amygdala. Journal of Neuroscience.

[bib67] Samuel MA, Voinescu PE, Lilley BN, de Cabo R, Foretz M, Viollet B, Pawlyk B, Sandberg MA, Vavvas DG, Sanes JR (2014). LKB1 and AMPK regulate synaptic remodeling in old age. Nature Neuroscience.

[bib68] Samuelsen CL, Gardner MP, Fontanini A (2012). Effects of cue-triggered expectation on cortical processing of taste. Neuron.

[bib69] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez J-Y, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012). Fiji: an open-source platform for biological-image analysis. Nature Methods.

[bib70] Shackelford DB, Shaw RJ (2009). The LKB1-AMPK pathway: metabolism and growth control in tumour suppression. Nature Reviews Cancer.

[bib71] Shelly M, Cancedda L, Heilshorn S, Sumbre G, Poo MM (2007). LKB1/STRAD promotes axon initiation during neuronal polarization. Cell.

[bib72] Shima Y, Sugino K, Hempel CM, Shima M, Taneja P, Bullis JB, Mehta S, Lois C, Nelson SB (2016). A mammalian enhancer trap resource for discovering and manipulating neuronal cell types. eLife.

[bib73] Shoshani O, Cleveland DW (2020). Gene expression regulated by RNA stability. Science.

[bib74] Spiegel I, Mardinly AR, Gabel HW, Bazinet JE, Couch CH, Tzeng CP, Harmin DA, Greenberg ME (2014). Npas4 regulates excitatory-inhibitory balance within neural circuits through cell-type-specific gene programs. Cell.

[bib75] Steele DF, Eldstrom J, Fedida D (2007). Mechanisms of cardiac potassium channel trafficking. The Journal of Physiology.

[bib76] Sugino K, Hempel CM, Miller MN, Hattox AM, Shapiro P, Wu C, Huang ZJ, Nelson SB (2006). Molecular taxonomy of major neuronal classes in the adult mouse forebrain. Nature Neuroscience.

[bib77] Sugiura R, Kita A, Shimizu Y, Shuntoh H, Sio SO, Kuno T (2003). Feedback regulation of MAPK signalling by an RNA-binding protein. Nature.

[bib78] Titley HK, Brunel N, Hansel C (2017). Toward a neurocentric view of learning. Neuron.

[bib79] Tonegawa S, Pignatelli M, Roy DS, Ryan TJ (2015). Memory Engram storage and retrieval. Current Opinion in Neurobiology.

[bib80] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and cufflinks. Nature Protocols.

[bib81] Uematsu A, Kitamura A, Iwatsuki K, Uneyama H, Tsurugizawa T (2015). Correlation between activation of the prelimbic cortex, Basolateral Amygdala, and agranular insular cortex during taste memory formation. Cerebral Cortex.

[bib82] Vernon J, Irvine EE (2016). Phosphorylation of K+ channels at single residues regulates memory formation. Learn Mem.

[bib83] Whitaker LR, Warren BL, Venniro M, Harte TC, McPherson KB, Beidel J, Bossert JM, Shaham Y, Bonci A, Hope BT (2017). Bidirectional modulation of intrinsic excitability in rat prelimbic cortex neuronal ensembles and Non-Ensembles after operant learning. The Journal of Neuroscience.

[bib84] Xi P, Du J, Liang H, Han J, Wu Z, Wang H, He L, Wang Q, Ge H, Li Y, Xue J, Tian D (2018). Intraventricular injection of LKB1 inhibits the formation of Diet-Induced obesity in rats by activating the AMPK-POMC Neurons-Sympathetic nervous system Axis. Cellular Physiology and Biochemistry.

[bib85] Yasoshima Y, Sako N, Senba E, Yamamoto T (2006). Acute suppression, but not chronic genetic deficiency, of c-fos gene expression impairs long-term memory in aversive taste learning. PNAS.

[bib86] Yasoshima Y, Yamamoto T (1998). Short-term and long-term excitability changes of the insular cortical neurons after the acquisition of taste aversion learning in behaving rats. Neuroscience.

[bib87] Yassin L, Benedetti BL, Jouhanneau JS, Wen JA, Poulet JF, Barth AL (2010). An embedded subnetwork of highly active neurons in the neocortex. Neuron.

[bib88] Yiu AP, Mercaldo V, Yan C, Richards B, Rashid AJ, Hsiang HL, Pressey J, Mahadevan V, Tran MM, Kushner SA, Woodin MA, Frankland PW, Josselyn SA (2014). Neurons are recruited to a memory trace based on relative neuronal excitability immediately before training. Neuron.

[bib89] Zhang J, Zhang D, McQuade JS, Behbehani M, Tsien JZ, Xu M (2002). c-fos regulates neuronal excitability and survival. Nature Genetics.

[bib90] Zhang W, Linden DJ (2003). The other side of the Engram: experience-driven changes in neuronal intrinsic excitability. Nature Reviews Neuroscience.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 1—source data 1. — This data relates to Figure 1 panel B.

|  | Saline |  |  | Actinomycin D | |
| --- | --- | --- | --- | --- | --- |
|  | CTA_training | CTA_test |  | CTA_training | CTA_test |
| 1 | 0.8 | 0.1 | 1 | 0.9 | 0.7 |
| 2 | 0.9 | 0.2 | 2 | 1.2 | 0.4 |
| 3 | 1.1 | 0.2 | 3 | 0.6 | 0.7 |
| 4 | 0.9 | 0.5 | 4 | 0.6 | 0.4 |
| 5 | 1.2 | 0.1 | 5 | 0.9 | 1.2 |
| 6 | 0.9 | 0.2 | 6 | 1.3 | 0.7 |

**Figure 1-Source data 1.** Saccharin consumption (ml) during CTA training and test. This data relates to Figure 1 panel B.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 1—source data 2. — This data relates to Figure 1 panel C.

|  | Saline |  | Actinomycin D |
| --- | --- | --- | --- |
|  | Fraction  consumed | | Fraction consumed |
|  | (test/training) |  | (test/training) |
| 1 | 0.125 | 1 | 0.777777778 |
| 2 | 0.222222222 | 2 | 0.333333333 |
| 3 | 0.181818182 | 3 | 1.166666667 |
| 4 | 0.555555556 | 4 | 0.666666667 |
| 5 | 0.083333333 | 5 | 1.333333333 |
| 6 | 0.222222222 | 6 | 0.538461538 |

**Figure 1-Source data 2.** Fraction of saccharin consumed (Test/Training). This data relates to Figure 1 panel C.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 2—source data 1. — This data relates to Figure 2, panel C.

| Fos mRNA expression in YFPH+ neurons | | | | Stk11 mRNA expression in YFPH+ neurons | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | CTA |  | Control |  | CTA |  | Control |
| 1 | 590.6706 | 1 | 119.1335 | 1 | 47.74758 | 1 | 71.272515 |
| 2 | 679.0608 | 2 | 2.566835 | 2 | 59.67813 | 2 | 66.143336 |
| 3 | 473.2317 | 3 | 2.990958 | 3 | 59.08793 | 3 | 137.85988 |
| 4 | 100.2304 | 4 | 275.3087 | 4 | 46.60252 | 4 | 124.72427 |

**Figure 2-Source data 1.** qPCR validation for Fos and Stk11 mRNA expression in YFPH+ neurons. This data relates to Figure 2, panel C.

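These values come from YFP+ neurons of separate YFP-H mice that were trained as for sequencing and whose brains were harvested 4 hr after training, with 4 mice per group. The cells were sorted by fluorescence, their RNA was reverse transcribed, and Fos and Stk11 were amplified beside Snap47, which served as the loading control. A loading control is a transcript taken to be equal in the samples. The values are scaled to the mean of the taste control group of each gene and are not TPM.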

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 2—figure supplement 1—source data 1. — This data relates Figure 2—figure supplement 1 panel B.

|  | Fos protein counts  in BLA | | |
| --- | --- | --- | --- |
|  | CTA |  | LiCl Control |
| 1 | 38 | 1 | 8 |
| 2 | 26 | 2 | 11 |
| 3 | 15 | 3 | 8 |
| 4 | 32 | 4 | 0 |

**Figure 2-Figure supplement 1-Source data 1.** FOS protein counts in BLA 4 hours following CTA training and LiCl control. This data relates Figure 2-Figure supplement 1 panel B.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 2—figure supplement 1—source data 2. — This data relates Figure 2—figure supplement 1 panel C.

|  | Fos protein in | | |
| --- | --- | --- | --- |
|  | BLA YFPH+ neurons | | |
|  | CTA |  | LiCl Control |
| 1 | 26 | 1 | 6 |
| 2 | 20 | 2 | 8 |
| 3 | 11 | 3 | 6 |
| 4 | 25 | 4 | 0 |

**Figure 2-Figure supplement 1-Source data 2.** FOS protein counts in BLA YFPH+ neurons 4 hours following CTA training and LiCl control. This data relates Figure 2-Figure supplement 1 panel C.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 2—figure supplement 2—source data 1. — This data relates Figure 2—figure supplement 2.

|  | CTA |  | Control |
| --- | --- | --- | --- |
| 1 | 253.4697 | 1 | 85.33251 |
| 2 | 349.8284 | 2 | 125.0663 |
| 3 | 163.5381 | 3 | 89.60124 |
| 4 | 228.7906 | 4 | 132.1286 |
| 5 | 69.1447 | 5 | 22.60647 |
| 6 | 80.44415 | 6 | 145.2649 |
| 7 | 132.1266 | 7 | 100 |
| 8 | 111.1281 | 8 | 100 |
| 9 | 242.0937 |  |  |

**Figure 2-Figure supplement 2-Source data 1.** STK11 protein levels in the BLA 4 hours following CTA training or taste control. This data relates Figure 2-Figure supplement 2.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 3—source data 1. — This data relates to Figure 3, panel C.

|  | GFP injected |  |  | Cre injected | |
| --- | --- | --- | --- | --- | --- |
|  | CTA_training | CTA_test |  | CTA_training | CTA_test |
| 1 | 1.3 | 0.3 | 1 | 0.7 | 0.5 |
| 2 | 0.9 | 0.3 | 2 | 0.9 | 0.2 |
| 3 | 1.1 | 0.4 | 3 | 0.7 | 0.4 |
| 4 | 1.6 | 0.3 | 4 | 1.2 | 0.7 |
| 5 | 1.1 | 0.3 | 5 | 1 | 0.1 |
| 6 | 1.2 | 0.4 | 6 | 1.3 | 0.6 |
| 7 | 1 | 0 | 7 | 1.3 | 0.9 |
| 8 | 1.2 | 0.4 | 8 | 1.2 | 0.7 |

**Figure 3-Source data 1.** Saccharin consumption (ml) during CTA training and test. This data relates to Figure 3, panel C.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 3—source data 2. — This data relates to Figure 3 panel D.

|  | GFP injected |  | Cre injected |
| --- | --- | --- | --- |
|  | Fraction consumed |  | Fraction consumed |
|  | (test/training) |  | (test/training) |
| 1 | 0.230769231 | 1 | 0.714285714 |
| 2 | 0.333333333 | 2 | 0.222222222 |
| 3 | 0.363636364 | 3 | 0.571428571 |
| 4 | 0.1875 | 4 | 0.583333333 |
| 5 | 0.272727273 | 5 | 0.1 |
| 6 | 0.333333333 | 6 | 0.461538462 |
| 7 | 0 | 7 | 0.692307692 |
| 8 | 0.333333333 | 8 | 0.583333333 |

**Figure 3-Source data 2.** Fraction of saccharin consumed (Test/Training).

This data relates to Figure 3 panel D.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 4—source data 1. — This data relates to Figure 4 panel A.

|  | GFP injected |  |  | Cre injected | |
| --- | --- | --- | --- | --- | --- |
|  | CTA_training | CTA_test |  | CTA_training | CTA_test |
| 1 | 0.8 | 0.2 | 1 | 1.1 | 0.9 |
| 2 | 1 | 0.5 | 2 | 0.8 | 0.6 |
| 3 | 1.1 | 0.1 | 3 | 0.9 | 0.9 |
| 4 | 0.4 | 0.2 | 4 | 1 | 0.9 |
| 5 | 0.8 | 0.3 | 5 | 1 | 0.8 |
| 6 | 0.7 | 0.2 | 6 | 1 | 0.8 |
|  |  |  | 7 | 0.9 | 0.4 |

**Figure 4-Source data 1.** Saccharin consumption (ml) during CTA training and test. This data relates to Figure 4 panel A.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 4—source data 2. — This data relates to Figure 4 panel B.

|  | GFP injected |  | Cre injected |
| --- | --- | --- | --- |
|  | Fraction  consumed | | Fraction  consumed |
|  | (test/training) |  | (test/training) |
| 1 | 0.25 | 1 | 0.818181818 |
| 2 | 0.5 | 2 | 0.75 |
| 3 | 0.090909091 | 3 | 1 |
| 4 | 0.5 | 4 | 0.9 |
| 5 | 0.375 | 5 | 0.8 |
| 6 | 0.285714286 | 6 | 0.8 |
|  |  | 7 | 0.444444444 |

**Figure 4-Source data 2.** Fraction of saccharin consumed (Test/Training). This data relates to Figure 4 panel B.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 4—source data 3. — This data relates to Figure 4 panel D.

|  | GFP injected |  |  | Cre injected | |
| --- | --- | --- | --- | --- | --- |
|  | CTA_training | CTA_test |  | CTA_training | CTA_test |
| 1 | 0.6 | 0.1 | 1 | 0.7 | 0.3 |
| 2 | 0.5 | 0.3 | 2 | 0.7 | 0.1 |
| 3 | 1.2 | 0.3 | 3 | 0.7 | 0.5 |
| 4 | 0.6 | 0.5 | 4 | 0.6 | 0.1 |
| 5 | 0.9 | 0.3 | 5 | 0.3 | 0.1 |
| 6 | 0.8 | 0.1 | 6 | 0.6 | 0.1 |
| 7 | 0.7 | 0.1 |  |  |  |

**Figure 4-Source data 3.** Saccharin consumption (ml) during CTA training and test. This data relates to Figure 4 panel D.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 4—source data 4. — This data relates to Figure 4 panel E.

|  | GFP injected |  | Cre injected |
| --- | --- | --- | --- |
|  | Fraction  consumed | | Fraction  consumed |
|  | (test/training) |  | (test/training) |
| 1 | 0.166666667 | 1 | 0.428571429 |
| 2 | 0.6 | 2 | 0.142857143 |
| 3 | 0.25 | 3 | 0.714285714 |
| 4 | 0.833333333 | 4 | 0.166666667 |
| 5 | 0.333333333 | 5 | 0.333333333 |
| 6 | 0.125 | 6 | 0.166666667 |
| 7 | 0.142857143 |  |  |

**Figure 4-Source data 4.** Fraction of saccharin consumed (Test/Training). This data relates to Figure 4 panel E.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 5—figure supplement 1—source data 1. — This data relates to Figure 5—figure supplement 1 panel A.

|  | Stk11 f/f mice | |
| --- | --- | --- |
|  | GFP | Cre |
| 1 | 138.5198 | 179.016 |
| 2 | 78.21699 | 87.04794 |
| 3 | 83.26325 | 81.3709 |

**Figure 5-Figure supplement 1-Source data 1.** *Stk11* deletion in BLApn does not change C-FOS expression. This data relates to Figure 5-Figure supplement 1 panel A.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 5—figure supplement 1—source data 2. — This data relates to Figure 5—figure supplement 1 panel B.

|  | Fos f/f mice | |
| --- | --- | --- |
|  | GFP | Cre |
| 1 | 77.65713 | 40.98068 |
| 2 | 169.5169 | 161.3579 |
| 3 | 52.826 | 101.8156 |

**Figure 5-Figure supplement 1-Source data 2.** *Fos* deletion in BLApn does not change C-FOS expression. This data relates to Figure 5-Figure supplement 1 panel B.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 8—source data 1. — This data relates to Figure 8 panel A.

|  | GFP Injected | | hM3Dq Injected | |
| --- | --- | --- | --- | --- |
|  | Train | Test | Train | Test |
| 1 | 1.1 | 0.5 | 1 | 0.6 |
| 2 | 1.2 | 0.1 | 0.6 | 0.3 |
| 3 | 1.4 | 0.1 | 0.7 | 0.7 |
| 4 | 1.8 | 0.3 | 0.9 | 0.4 |
| 5 | 1.6 | 0 | 1.2 | 1 |
| 6 | 0.6 | 0 | 1.2 | 1.1 |
| 7 | 0.7 | 0.3 | 0.5 | 0.6 |
| 8 | 0.9 | 0.6 | 0.8 | 0.6 |
| 9 | 0.7 | 0.4 | 1.2 | 0.4 |

**Figure 8-Source data 1.** Saccharin consumption (ml) during CTA training and test. This data relates to Figure 8 panel A.

# Supplementary material for: Deletion of Stk11 and Fos in mouse BLA projection neurons alters intrinsic excitability and impairs formation of long-term aversive memory
**Source:** eLife. 2020 Aug 11;9:e61036. doi: 10.7554/eLife.61036
**Supplement:** Figure 8—source data 2. — This data relates to Figure 8 panel B.

|  | GFP | hM3Dq |
| --- | --- | --- |
| 1 | 0.454545 | 0.6 |
| 2 | 0.083333 | 0.5 |
| 3 | 0.071429 | 1 |
| 4 | 0.166667 | 0.444444 |
| 5 | 0 | 0.833333 |
| 6 | 0 | 0.916667 |
| 7 | 0.428571 | 1.2 |
| 8 | 0.666667 | 0.75 |
| 9 | 0.571429 | 0.333333 |

**Figure 8-Source data 2.** Fraction of saccharin consumed (Test/Training). This data relates to Figure 8 panel B.

How the deposited data were processed for this re-analysis (not part of the article)

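YFP+ projection neurons of the BLA and YFP+ neurons of the GC, sorted manually from male YFP-H mice 4 hr after CTA training or taste control, were profiled by RNA sequencing in 4 CTA and 4 taste control libraries per region, 16 libraries in all. The paper gives n = 3/4/group for its GC populations, and all 8 YFP+ libraries of the GC were used. The authors aligned the single-ended reads to the mouse genome (mm10) with TopHat, whose version the paper's text does not name, and turned unique reads into expression values with scripts of their own. The 2 deposited tables give TPM for each library, and beside it the authors' mean TPM per group, the ratio of these means as the fold-change and the unadjusted p-value of an unpaired test. Only the TPM of single libraries entered the comparisons, and the authors' columns were used to check the order of the groups. Every library adds up to 1000000 TPM within rounding. TPM keeps no counts and the paper gives only a usual number of unique reads, so the depth per library is unknown, intervals for counting error cannot be given, and the precision of a value is known only from the spread between libraries.

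Each table lists 31020 gene names. Names on more than 1 entry (318) were kept apart by their entry, and 27 names that a spreadsheet had turned into dates were left as they stand. Gene positions come from the annotation of GRCm38, in which 22377 of the names (72.1%) were found, 21185 under the same name and 1192 under an older one.

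The tests were run in R 4.3.3 with limma 3.58.1. Values were taken as log2(TPM + 1), genes with a mean below 1 TPM over the libraries compared were left out, the variance was fitted with a trend on the mean, and p-values were adjusted by the Benjamini-Hochberg method, with a gene called at an adjusted p under 0.05. The comparisons were CTA against taste control in the BLA, the same in the GC, the region by training term over all 16 libraries, and BLA against GC within the taste controls. The paper's criteria were applied as stated there, a fold-change of at least 2 or at most 0.5, an unadjusted p under 0.01 and at least 30 TPM, with the mean over the 8 libraries of a region held to the last of these. Single genes were also tested by a two-sided exact permutation test over all 70 arrangements of 4 libraries against 4, and counts of genes were compared with those of other splits of the libraries, with seed 20200811 where splits were drawn. The limma fit within a region, the paper's criteria and camera with a preset correlation were tried on simulated data of the same size. The other tests were not. In the sets with changed genes, a list left unshifted had a camera p of 0.0241 in the BLA and 0.566 in the GC.

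The design, the lists and the rule for naming genes were set before the data were examined, although the values in the paper's Tables 1 to 3 had been seen by then. The rule named every gene the paper names for the comparison. It also named, where fewer than 10 genes passed, the 8 higher and the 8 lower genes with the smallest limma p among those of at least 30 TPM whose groups did not overlap, and for each list at most the 4 members with the smallest limma p and the most abundant members of marker lists. Of 32 lists, 18 covered pathways, namely immediate early genes, delayed activity-regulated genes, the AMP-related kinases of the paper, STK11 partners, glutamate receptors, potassium and HCN channels, sodium and calcium channels, oxidative phosphorylation, cytosolic ribosomal proteins, the proteasome, the spliceosome, cholesterol biosynthesis, the unfolded protein response, heat shock genes, glucocorticoid-responsive genes, beta-catenin targets, inositol metabolism and the circadian clock. The other 14 held the genes of Figure 2A, markers of cell types and cortical layers, and sex-specific transcripts. Lists with at least 4 genes tested (29 in the BLA and 31 in the GC) were compared with all other genes by camera at a preset correlation between genes of 0.01, with adjustment over the lists of a comparison, and again with an estimated correlation. They were also tested by fry, which asks whether a list changed in itself and does not compare it with other genes.

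Alternatives changed 1 choice at a time: a pseudocount of 0.1 or 5, no filter or a mean of at least 5 or 30 TPM, median-ratio rescaling, quantile normalization, no trend, array quality weights, the replicate number as a block, other forms of the paper's criteria, and each library left out in turn. A planned tool for counts was not run because the tables hold TPM. Pvalb+ neurons were not analysed here, and the experiments on protein, behavior and physiology have no sequencing data.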

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

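The splits of the libraries for the paper's criteria and for the delayed activity-regulated genes and the tests of dissociation stress, of CTA 2 and of oligodendrocyte RNA were chosen only after the results were seen, as was the term for the numbering of the GC libraries.

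Immediate early genes lay higher after CTA in the BLA, with a median log2 fold-change of 0.54 over 28 genes. Heat shock and dissociation genes had a median of -0.0405 (standard error 0.167), with 6 of 14 higher and 8 lower after CTA. That list holds heat shock genes alone, so it cannot tell whether stress of dissociation and sorting raised the immediate early genes themselves. Such stress therefore stays open as an explanation. It stays open that the pattern rests on CTA 2 alone, as the median without CTA 2 was 0.30 (adjusted p = 0.183, where the values over all alternatives ran from 1.34e-04 to 0.937). Of 35 splits of the 8 libraries, 2 gave a camera p as small, the real one included (4.83e-05 for the real split and 2.21e-05 for the other), so chance cannot be excluded. Neuronal activity after CTA training may also raise these genes, and the effect of LiCl without taste was not separated from it, since the libraries hold no LiCl group.

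Cytosolic ribosomal protein transcripts lay lower after CTA in the BLA, with a median of -0.11 over 74 genes. The 370 other genes nearest in transcript length and level had a median of -0.02 (-0.0228, standard error 0.0145). Their match was incomplete, with a median log2 level of 8.58 against 9.45 for the ribosomal genes and a median length of 798 against 704. Transcript length is argued against only at these lower levels, and an effect tied to high abundance stays open. Guanine and cytosine content was argued against with the same limit, with a median of -0.01 (-0.0102, standard error 0.0125) in matched genes. Their median log2 level was 9.01, against 9.45 for the ribosomal genes. Chance cannot be excluded, because 15 of 35 splits gave a camera p as small (1.70e-04 for the real split and 4.52e-20 for the lowest other), and the far smaller p of other splits points to a structure of the samples in these transcripts apart from training. An effect of CTA on ribosomal transcripts stays open and was not tested, and over alternatives with an adjusted p from 3.62e-09 to 0.955 the median without CTA 1 was 0.00 (adjusted p = 0.695), without CTA 4 -0.07 (adjusted p = 0.181) and without taste control 1 -0.03 (adjusted p = 0.530).

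Oligodendrocyte transcripts lay lower after CTA in the GC, with a median of -1.01 over 10 genes of a list that shares none with the other lists. Oligodendrocyte RNA in taste control 2 and 4 is a candidate source, since 8 of the 10 genes had their highest 2 libraries there and Mbp stood at 207 and 182 TPM in them, although the manual sort of YFP+ neurons is meant to remove such cells. A lower share of projection neurons in the taste controls stays open, because microglia markers had a median of -0.30 (standard error 0.249), in its direction, while astrocyte markers lay at -0.20, oligodendrocyte precursor markers at 0.05 and endothelial and mural markers at 0.32. Many of these genes averaged under 5 TPM in the GC. They were 9 of 12 microglia, 6 of 13 astrocyte, 5 of 6 precursor and 10 of 13 endothelial and mural markers. Of the oligodendrocyte markers, 8 of 13 did so. Chance cannot be excluded, with 10 of 35 splits giving a camera p as small (1.58e-04 for the real split and 1.41e-14 for the lowest other), a structure of the samples that follows these libraries. A change of oligodendrocyte transcripts by CTA itself stays open, and over alternatives with an adjusted p from 9.25e-06 to 0.933 the values were mixed, as without taste control 2 and 4 together the median was 0.25 (adjusted p = 0.544), without taste control 2 -0.48 (adjusted p = 0.275), without taste control 4 -0.48 (adjusted p = 0.233), without CTA 2 -1.06 (adjusted p = 0.0562) and without CTA 3 -0.69 (adjusted p = 0.0598).

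In 9 of 194 groups of 4 libraries tested, 1 library lay far from the others by Dixon's criterion, where chance gives about 1 in 20, or 9.7 groups. In the BLA, Brsk1 was 76.01 TPM in CTA 2 and 13.45 to 16.73 TPM in the other CTA libraries. Melk was 4.82 TPM in CTA 4 and 0.46 to 1.13 TPM in the others. Camk2a was 626.42 TPM in CTA 2 and 428.62 to 462.2 TPM in the others. Among the BLA taste controls, Ric8 was 18.05 TPM in library 4 and 36.11 to 38.69 TPM in the rest. Nudt21 was 47.59 TPM in library 2 and 21.77 to 25.49 TPM in the rest. Prkaa2 was 25.72 TPM in library 2 and 21.81 to 22.03 TPM in the rest. Ddit4l was 13.32 TPM in library 2 and 0.04 to 0.67 TPM in the rest. In the GC, Wipf3 was 92.49 TPM in CTA 4 and 72.62 to 75.06 TPM in the other CTA libraries. There, 2310009A05Rik was 19.76 TPM in CTA 1 and 33.42 to 34.56 TPM in the others. In a comparison that the paper does not make, 1203 genes differed between BLA and GC within the taste controls.

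Counts of genes were set against the 35 splits of each region's 8 libraries. For limma's calls the real split gave 0 genes in the BLA (with 568 at an unadjusted p under 0.05, and 6 for the highest other) and 0 in the GC (with 573 at an unadjusted p under 0.05, and 8 for the highest other), so all 35 of 35 splits must give as many and decide nothing. At an unadjusted p under 0.05, the other splits had a median of 645 genes in the BLA and 608 in the GC. For the paper's criteria in the BLA, 18 of 35 splits gave as many genes as the real one (10, with 42 for the highest other), and with at least 30 TPM asked of the higher group alone 11 of 35 did (20, with 55 for the highest other). In the GC, 23 of 35 splits gave as many as the real one (1, with 15 for the highest other). For lists called by camera it was 9 of 35 in the BLA (3 for the real split, 5 for the highest other) and 32 of 35 in the GC (1 for the real split, 6 for the highest other). For the delayed activity-regulated genes, higher after CTA in the BLA, 4 of 35 splits gave a camera p as small (1.04e-04 for the real split and 6.05e-06 for the lowest other). Chance can be excluded neither for these genes nor for the counts of the paper's criteria and of lists. The BLA split that set CTA 1, CTA 4, taste control 3 and taste control 4 against the rest gave the highest counts, with 1200 genes at an unadjusted p under 0.05, and in the GC it was the split of libraries numbered 1 and 2 against those numbered 3 and 4, with 2401 such genes. Both point to a structure of the samples that is not training. With that split of the GC as a term, limma called 0 genes for CTA, with 725 at an unadjusted p under 0.05.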

How the results depend on the processing

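The settings without CTA 4 and taste control 3, without taste control 2 and 4, and with the GC libraries numbered 1 and 2 against 3 and 4 as a term were chosen only after the data were seen.

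Of 315 results for named genes, 5775 of 5898 alternatives kept direction and side of the threshold and the other 123 changed sign without a call. None of these genes was called in any setting, so the side of the threshold did not vary. Genes picked for groups without overlap also keep their direction when 1 library is left out, so this agreement was partly set in advance. The call of 0 genes by limma stood in the BLA and for the region by training term in every alternative run, and in the GC in all but that without CTA 2 (1 gene). For lists, 1088 of 1256 alternatives were the same, 129 moved, 17 were stronger, 20 weaker and 2 reversed. The reversed ones were the GC oligodendrocyte markers without taste control 2 and 4 (0.25, adjusted p = 0.544) and the GC cytosolic ribosomal proteins without taste control 1 (-0.0456, past the threshold, with a range of -0.0456 to 0.0694 (without CTA 1) when 1 library was left out). With 1 library left out, Fos in the BLA ran from 1.13 (without taste control 2) to 1.60 (without taste control 1), Fos in the GC from -0.0877 (without CTA 3) to 0.36 (without CTA 1) and Stk11 in the GC from -0.0351 (without CTA 3) to 0.44 (without CTA 2), while Stk11 in the BLA ran from -1.06 to -0.89. Lists called ran from 1 (without CTA 2) to 4 in the BLA and from 0 (without CTA 3, or without taste control 4) to 4 (without CTA 1) in the GC, with 2 without CTA 2 and 3 without taste control 1, 2 or 3. Kinases called over their list alone ran from 0 to 1 (without taste control 3). Genes meeting the paper's criteria ran from 6 (without CTA 4) to 19 (without CTA 2) in the BLA and in the GC from 0 (without any CTA library, or without taste control 3) to 3 (without taste control 2), with 2 without taste control 4. Genes differing between BLA and GC taste controls were 693, 677, 786 and 695 without GC taste control 1, 2, 3 and 4 in turn, and ran up to 1126 (without BLA taste control 3), all below 1203.

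An estimated correlation left 0 lists in the BLA and 0 in the GC, and fry left 0 and 0. In the GC, 2 lists were called at a mean of at least 5 TPM, 0 at a mean of at least 30 TPM and 2 without taste control 2 and 4. The kinase count was 1 after median-ratio rescaling and 1 without CTA 4 and taste control 3. The paper's criteria gave 20 genes in the BLA with 30 TPM in the higher group, 6 with 30 TPM in both groups and 79 with no TPM threshold. In the GC they gave 0 with unequal variance, 2 on the log2 scale, 0 with 30 TPM in both groups, 45 with no TPM threshold and 0 without taste control 2 and 4. Without CTA 4 and taste control 3, Fos in the BLA was 1.247 and Stk11 -0.85, and the exact p of 0.1 is the smallest that 3 against 3 allow. With all 16 libraries and training as a term, 2986 genes differed between BLA and GC. For all of these the cause was not tested, apart from the exact p set by the number of libraries. Fos and Stk11 in the BLA and Fos in the GC gave no value at a mean of at least 30 TPM, where they are not tested, and a planned tool for counts was not run. The depth behind TPM is unknown, so its limit cannot be given.

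The numbers of the libraries were not taken to pair them, since in no comparison of groups did every library correlate best with its own number. In the GC they carry structure, as numbers 1 and 3 did so (r = 0.265 and 0.400 over genes averaging at least 30 TPM) and numbers 2 and 4 did not, and the 35 splits and the exact p in the GC take no account of it. With the number as a block, Fos in the BLA was 1.40 and Stk11 -0.96 with an exact p of 0.125, the smallest that 4 pairs allow, the criteria gave 5 genes in the BLA and 0 in the GC, and 750 genes differed between BLA and GC.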

Differences from the paper's values

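None of the settings named here was chosen after the data were seen.

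With the mean TPM taken over all 8 BLA libraries, 10 genes met the criteria of Table 1, where the paper's reported count is 20. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with at least 30 TPM in the higher group (20 genes, all of them in Table 1) and without CTA replicate 2 (19 genes, 6 of them in Table 1). It did not with unequal variance (9), the test on log2 values (11), 30 TPM in both groups (6), no TPM threshold (79, with all 20 genes of Table 1 among them), median-ratio rescaling (9), the replicate number as a block (5), without CTA 1 (7), CTA 3 (13) or CTA 4 (6), or without taste control 1 (11), 2 (12), 3 (9) or 4 (7). The paper's stated fold-changes (23), p-values (23) and TPM levels (5) were within 1.5 times those computed here, and the count of 1 gene in the GC was the same.

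The legend of Figure 2-figure supplement 3 states that Mark2 was lower in taste control than after CTA, whereas the paper's text states the opposite. Mark2 was 34.9 TPM after CTA and 83.9 TPM in taste control here, the direction of the text.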

Other observations

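The list tests of the region by training term were chosen only after the data were seen.

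YFP+ neurons of the BLA and of the GC differed widely in the taste controls, a comparison that the paper does not make. At an adjusted p under 0.05, limma called 1203 of 15085 genes, 276 higher in the BLA and 927 higher in the GC, with a median log2 difference over all genes of -0.25 that median-ratio rescaling brought to -0.02 (1014 genes called). The count was 693, 677, 786 and 695 without GC taste control 1, 2, 3 and 4 in turn, and 1049 to 1126 without any 1 BLA taste control. It was 750 with the replicate number as a block and 2986 with all 16 libraries and training as a term. Only 1 of 35 splits of these 8 libraries, the real one, gave as many genes (1203, with 2 for the highest other). Every other split put both regions on each side, which adds their difference to the spread and lowers the count. A share of 1 in 35 is also the smallest possible, so the splits alone cannot exclude chance. The calls rest on limma's adjusted p, the smallest of which was 6.6e-07. Region cannot be told apart from any difference in how the 2 sets of libraries were made. Among transcription factors, Bcl11a was 4.57 ± 8.04 TPM in BLA and 100.3 ± 23.4 TPM in GC (SD, n = 4/group, log2 difference -5.21), Bcl6 was 1.61 ± 1.14 TPM in BLA and 84.6 ± 24.0 TPM in GC (-5.14) and Meis2 was 1.58 ± 1.77 TPM in BLA and 49.9 ± 8.76 TPM in GC (-4.59). Rcan2, an inhibitor of calcineurin, was 3.11 ± 3.13 TPM in BLA and 202 ± 41.8 TPM in GC (-5.95). Pvalb averaged 34.8 ± 15.2 TPM in the GC and was listed at 0 in every BLA taste control. Hic2 was 5.43 ± 0.770 TPM in BLA and 5141 ± 3602 TPM in GC (-9.36), and Rsad1 was 257 ± 48.1 TPM in BLA and 11228 ± 5906 TPM in GC (-5.30). On the side of the BLA, Lypd1, which modulates nicotinic receptors, was 635 ± 138 TPM in BLA and 40.3 ± 13.6 TPM in GC (3.97), and Cyp26b1, which degrades retinoic acid, was 106 ± 23.7 TPM in BLA and 5.98 ± 3.29 TPM in GC (4.04). Of the layer 5 markers, Etv1 was 333 ± 47.0 TPM in BLA and 65.2 ± 13.2 TPM in GC (2.35), whereas Bcl6, Parm1 at 28.6 ± 4.05 TPM in BLA and 119 ± 24.2 TPM in GC (-2.003), Pou3f1 at 0.0225 ± 0.0450 TPM in BLA and 23.6 ± 4.25 TPM in GC (-4.57) and Rbp4 at 0.793 ± 0.884 TPM in BLA and 23.6 ± 13.7 TPM in GC (-3.71) were higher in the GC. The zinc transporter Slc30a3 was 117 ± 26.3 TPM in BLA and 33.8 ± 11.2 TPM in GC (1.78) and Npy was 196 ± 33.8 TPM in BLA and 61.5 ± 29.2 TPM in GC (1.76). Of the genes of Figure 2A, Cdh9 was 123 ± 17.7 TPM in BLA and 43.8 ± 8.36 TPM in GC (1.47) and Rspo2 was 92.1 ± 30.0 TPM in BLA and 19.7 ± 9.40 TPM in GC (2.25), whereas Camk2a at 418 ± 76.2 TPM in BLA and 626 ± 47.7 TPM in GC (-0.59), Rorb at 3.03 ± 2.45 TPM in BLA and 30.3 ± 8.36 TPM in GC (-3.18) and Pde7b at 0.800 ± 0.547 TPM in BLA and 8.53 ± 3.11 TPM in GC (-2.39) were higher in the GC.

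By list, camera called those below, and with an estimated correlation none passed, the smallest adjusted p being 0.111. Cytosolic ribosomal proteins lay higher in the BLA (camera adjusted p = 3.02e-29, and 0.137 with an estimated correlation, 20 of 74 genes called) and oxidative phosphorylation did so too (adjusted p = 0.00743, 0 genes called). Potassium and HCN channels lay higher in the GC (adjusted p = 6.97e-05, 13 of 46 genes called), as did sodium and calcium channels (adjusted p = 0.00124, 7 of 23). Markers of layer 2/3 (adjusted p = 2.61e-04) and of layer 6 (adjusted p = 8.11e-04) were higher in the GC. Further lists higher in the GC were the central amygdala and striatal markers (adjusted p = 0.00725), delayed activity-regulated genes (0.00743), cholesterol biosynthesis (0.00997), immediate early genes (0.0112), glucocorticoid-responsive genes (0.0112), astrocyte markers (0.0181), the AMP-related kinases (0.0276) and the circadian clock (0.0384).

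For the region by training term, limma called 0 of 15191 genes, with 601 at an unadjusted p under 0.05, where chance gives about 1 in 20 genes. Each of 100 drawn splits must give as many (1 for the highest other), so they decide nothing here. Cytosolic ribosomal proteins had a median difference of -0.13 between the CTA effects in the BLA and in the GC (camera adjusted p = 0.00449, and adjusted p = 0.974 with an estimated correlation). The median was 0.43 for delayed activity-regulated genes and 0.47 for immediate early genes.

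In the BLA, layer 5 markers and sex-specific transcripts did not pass the test of CTA against taste control (camera adjusted p = 0.774 for each), nor did layer 2/3 markers (adjusted p = 0.921). Their median levels were 34.7 TPM, 18.2 TPM and 9.58 TPM, and that of the layer 6 markers, too low to test, was 0.0988 TPM.

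In the GC, camera gave an adjusted p of 0.118 for central amygdala and striatal markers, 0.363 for interneuron markers, 0.418 for cholesterol biosynthesis and for heat shock genes, and 0.473 for STK11 partners, sodium and calcium channels, oxidative phosphorylation and the unfolded protein response. It was 0.546 for beta-catenin targets and for endothelial and mural markers, 0.614 for cytosolic ribosomal proteins, and 0.773 for astrocyte and projection neuron markers. It was 0.823 for layer 6 markers and 0.853 for the AMP-related kinases, glutamate receptors, potassium and HCN channels, the spliceosome, inositol metabolism, the genes of Figure 2A, layer 2/3 markers and sex-specific transcripts. It was 0.971 for the proteasome, oligodendrocyte precursors and layer 5 markers, and 0.993 for microglia. Red blood cell markers, with 3 genes in the tables, were too few to test.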
